# Genomic and biochemical approaches in the discovery of mechanisms for selective neuronal vulnerability to oxidative stress

**DOI:** 10.1186/1471-2202-10-12

**Published:** 2009-02-19

**Authors:** Xinkun Wang, Asma Zaidi, Ranu Pal, Alexander S Garrett, Rogelio Braceras, Xue-wen Chen, Mary L Michaelis, Elias K Michaelis

## Abstract

**Background:**

Oxidative stress (OS) is an important factor in brain aging and neurodegenerative diseases. Certain neurons in different brain regions exhibit selective vulnerability to OS. Currently little is known about the underlying mechanisms of this selective neuronal vulnerability. The purpose of this study was to identify endogenous factors that predispose vulnerable neurons to OS by employing genomic and biochemical approaches.

**Results:**

In this report, using *in vitro *neuronal cultures, *ex vivo *organotypic brain slice cultures and acute brain slice preparations, we established that cerebellar granule (CbG) and hippocampal CA1 neurons were significantly more sensitive to OS (induced by paraquat) than cerebral cortical and hippocampal CA3 neurons. To probe for intrinsic differences between *in vivo *vulnerable (CA1 and CbG) and resistant (CA3 and cerebral cortex) neurons under basal conditions, these neurons were collected by laser capture microdissection from freshly excised brain sections (no OS treatment), and then subjected to oligonucleotide microarray analysis. GeneChip-based transcriptomic analyses revealed that vulnerable neurons had higher expression of genes related to stress and immune response, and lower expression of energy generation and signal transduction genes in comparison with resistant neurons. Subsequent targeted biochemical analyses confirmed the lower energy levels (in the form of ATP) in primary CbG neurons compared with cortical neurons.

**Conclusion:**

Low energy reserves and high intrinsic stress levels are two underlying factors for neuronal selective vulnerability to OS. These mechanisms can be targeted in the future for the protection of vulnerable neurons.

## Background

Oxidative stress (OS) is an important factor in brain aging and some neurodegenerative diseases [1-4]. Under normal conditions, the processes of generating and scavenging reactive oxygen (ROS) and nitrogen species (RNS) are in equilibrium. Excessive production of ROS or RNS leads to oxidative modification and altered functional states of proteins, nucleic acids, and lipids. During aging and in certain diseased states, this equilibrium is disrupted and selectively affects neuronal survival in specific brain regions. The selective effects of OS on neurons are manifested as cell death in restricted populations of neurons while many other neurons appear to cope with the stress induced by excess ROS or RNS production [5-8]. Selective neuronal vulnerability (SNV), such as that seen following OS, has also been observed following other brain insults, for example, glutamate excitotoxicity, ischemia, or β-amyloid-induced neurotoxicity [9-13]. In order to shed more light on SNV in general, transcriptomic analyses of neurons that exhibit differential vulnerability to various insults or to the damage brought about by neurological diseases have been performed in human and rodent hippocampus and human midbrain dopaminergic neurons [14-19]. However, none of these studies except for the one on dopaminergic neurons focused on a specific form of stress, or on genes or bio-functions that might contribute to the etiology of SNV.

It is important to note that a common pathway to neuronal injury resulting from the various forms of brain insult mentioned above is believed to be that of induction of intracellular OS. Yet, there is currently little information on the mechanisms for SNV to OS. Since OS-sensitive neurons might be the ones that degenerate early during the aging process or in certain neurodegenerative diseases [1], study of the molecular mechanisms of SNV to OS may offer insights into both aging-associated and disease-initiated neurodegeneration, as well as provide leads to the protection of vulnerable neurons. To study the relationship between SNV and OS, we thought it necessary to determine differences in the redox status and OS-handling capacity of both OS-sensitive and OS-resistant neurons. In a previous study, we found molecular indications of an intrinsically high level of oxidative activity under baseline conditions in OS-vulnerable CA1 when compared with OS-resistant CA3 neurons in organotypic cultures maintained *in vitro *[20]. In a subsequent study, we examined how neurons in CA1 and CA3 responded differentially to OS increases in terms of the neuronal gene expression patterns and we identified genes whose expression distinguished the responses of CA1 from those of CA3 neurons [21]. Since our previous studies were performed on neurons maintained *in vitro *in organotypic cultures, the patterns of gene expression might not have been identical to those of neurons in the intact brain *in vivo*. Furthermore, in order to advance our understanding of mechanisms of SNV to OS, it was considered important to probe for differences between vulnerable and resistant neurons extracted from several brain regions besides the hippocampus pyramidal neuron layers, and to do so with neurons in their native states.

The identification and inclusion of more than two neuronal populations that are either susceptible or resistant to OS should help in revealing more generalized patterns of gene expression associated with SNV. This was thought to be the case as some of the results obtained from comparative analyses of only CA1 *vs*. CA3 may simply reflect regional or ontogenetic differences between these two neuronal populations rather than selective vulnerabilities to stressors like OS. In initial studies described in this paper, we found that cerebellar granule (CbG) cells were a group of cells that were quite vulnerable to OS, whereas neurons from the cerebral cortex were relatively resistant. Based on these observations, we included both cortical and CbG neurons to our genomic and biochemical investigations of SNV. In order to identify endogenous predisposing factors that may lead to the selective vulnerability of CA1 and CbG neurons to OS, we employed laser capture microdissection (LCM) to collect these target neurons from freshly prepared brain sections under basal conditions (no OS induction), and compared their transcriptomic profile with that of the CA3 and cortex neurons. Following the findings obtained from the functional genomics study, targeted biochemical analyses on key antioxidant enzymes and ATP generation were carried out.

## Results

### CbG as well as CA1 neurons exhibit vulnerability to OS

We first attempted to determine if primary neuronal cultures of CbG and cerebral cortical cells were differentially sensitive to OS. Despite the caveat that studies performed with neurons grown *in vitro *may not reflect exactly the responses of neurons *in vivo*, primary neuronal cultures were used in these studies because they are composed of approximately 90–95% neurons. Thus, differential responses to OS could be directly attributed to specific characteristics of neurons from these two brain regions. Oxidative stress was induced by exposing the neuronal cultures to various concentrations of paraquat (0–50 μM). Paraquat induces OS by generating superoxide in neurons through the process of one-electron reduction by the flavoenzyme NADPH-cytochrome P450 reductase [22-25]. Increases in paraquat concentration led to a dose-dependent increase in cell death in both types of neurons, but the effect of paraquat on neuronal survival was greater for CbG than cerebral cortical neurons. For example, treatment with the highest concentration of paraquat (50 μM) caused approximately 80% neuronal death in CbG but 40% in cerebral cortical neurons (Fig. 1A). Two-way ANOVA indicated that the effect of paraquat treatment on survival in the two types of cells was statistically significant (*df *= 4, *F *= 42.822, *P *< 0.001). The viability of CbG neurons was significantly lower than that of cortical neurons across all paraquat concentrations (*t*-test, *P *values < 0.001).

**Figure 1:**
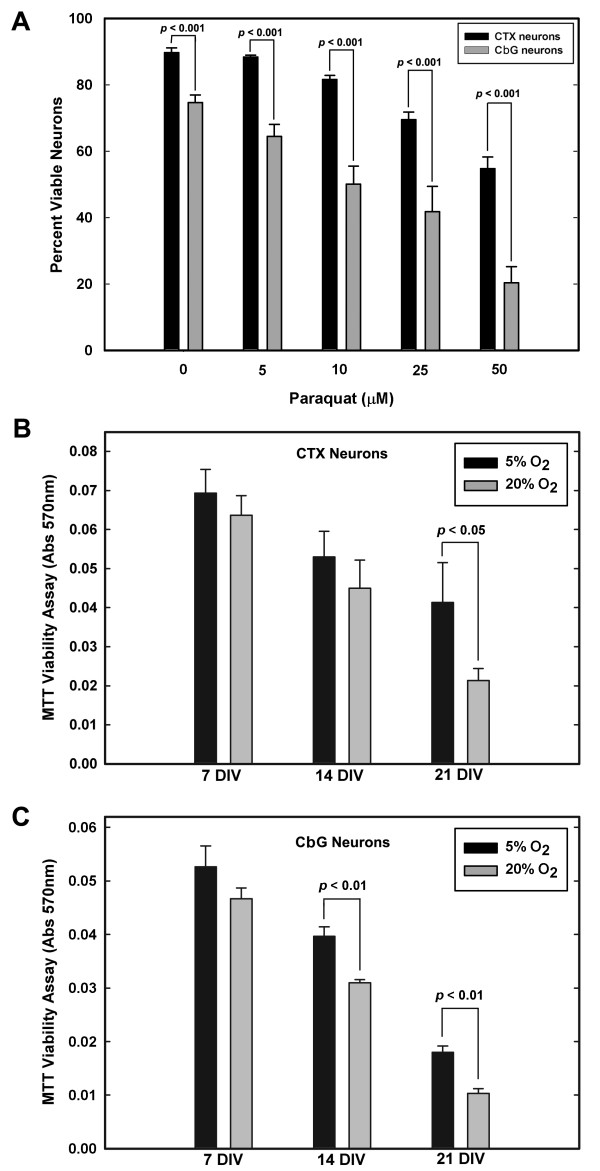
**Effect of paraquat and of differential levels of oxygen tension on the viability of primary CbG and cerebral cortical (CTX) neurons**. (A) Effects of paraquat on neuronal viability. Both types of neurons were exposed to the indicated concentrations of paraquat for 24 h at 37°C. Cell viability was determined by the calcein AM and PI labeling method. Data represent the mean (± SEM) of neuronal viability from 10 experiments. The *P *values from Student's *t*-test are shown for the indicated comparisons. (B, C) Survival of neurons across days *in vitro *(DIV) under different levels of oxygen (5% and 20%). Viability of neurons was measured by the MTT assay. The data represent the mean (± SEM) from 3 experiments. Statistically significant differences (*t*-test) are shown for the indicated comparisons.

Since oxygen (O_2_) tension in the ambient air surrounding the medium of primary neuronal cultures is ~20% (by volume), i.e., higher than that in the body, an important difference between neurons in culture as compared with those in the intact brain may be the fact that primary neurons in culture are continuously exposed to high O_2 _concentrations and, possibly, some level of OS. Thus, the effects of paraquat on cell viability of primary neurons might have been a combined effect of exposure of these neurons to increased O_2 _tension and to paraquat. In order to determine whether different levels of O_2 _tension, in the absence of an ROS-generating chemical agent, were associated with differential neuronal viability, we compared neuronal survival over 21 days *in vitro *(DIV) for neurons in cultures maintained under either reduced (5%) or high O_2 _(20%) atmosphere. While high O_2 _tension had no significant effect on the survival of cerebral cortical neurons grown in culture for 7 and 14 DIV when compared with survival in low O_2 _tension, the survival of cortical neurons grown for 21 days under reduced O_2 _tension (5% O_2_) exhibited significantly higher survival than neurons grown for 21 DIV under high O_2 _(20% O_2_) tension (Fig. 1B). The effect of high O_2 _tension on the survival of CbG neurons was greater than that on cerebral cortical neurons. CbG neurons grown for either 14 or 21 DIV under 5% O_2 _tension had significantly higher survival than those grown under 20% O_2 _tension (Fig. 1C). Two-way ANOVA testing the effects of neuronal type and O_2 _tension on cell viability showed that, overall, cortical neurons had significantly higher viability than CbG neurons (*df *= 1, *F *= 8.646, *P *= 0.006). Three-way ANOVA testing time of exposure, O_2 _tension, and cell type showed significant interactions (all *P *values < 0.001). *Post-hoc *analyses using the Holm-Sidak method indicated significant effects of time of exposure (*df *= 2, *F *= 130.825, *P *< 0.001), O_2 _tension (*df *= 1, *F *= 27.296, *P *< 0.001), and cell type (*df *= 1, *F *= 79.106, *P *< 0.001) on cell viability. These data demonstrated that, even in the absence of agents that generate intracellular ROS, CbG neurons were more sensitive to changes in environmental O_2 _tension than cortical neurons.

The conditions of primary cultures of cerebral cortical neurons differed from those used in primary cultures of CbG neurons and may thus have affected the overall response of these two types of neurons to paraquat-induced OS. In order to determine the effects of OS under uniform conditions of cell growth and maintenance *in vitro*, we also examined the effects of paraquat on neuronal viability in organotypic slice cultures of cerebral cortex and cerebellum. The conditions of growth of slice cultures were the same for both cortical and cerebellar cultures. Organotypic slice cultures would also allow us to determine if the differential vulnerability of CbG and cortical neurons observed in primary neuronal cultures would be observed in brain sections that contain both neurons and glia. Organotypic slice cultures maintain a relatively normal brain cyto-architecture while cells are growing in culture. Such cultures were previously used by us and others to document the differential vulnerability to OS of hippocampus neurons of the CA1 and CA3 regions [5,20]. In these previous studies, the superoxide-generating agent employed was duroquinone. But, in the present studies, the investigations were expanded to include a different agent whose metabolism leads to superoxide formation, paraquat, and thus assess whether the cell death produced was related to the common property of these two chemical agents, i.e., superoxide generation in cells.

In the present study, we employed organotypic slice cultures of cerebral cortex, cerebellar cortex, and hippocampus, including the CA1 and CA3 regions, all grown and exposed to either paraquat or vehicle under identical conditions. But, since the intent was to obtain neurons from freshly prepared brain slices for the purpose of transcriptomic analyses, i.e., fresh tissue at near *in vivo *conditions, we also examined the effects of paraquat on neuronal viability in hippocampus, cerebral and cerebellar cortex in acute brain slice preparations. The acute slice preparations were obtained from adult rats whereas those maintained *in vitro *for prolonged periods were obtained from 6–7 day-old pups. In the slice cultures maintained under prolonged incubation conditions *in vitro*, paraquat (final concentration 100 μM) was applied to the brain slices after they were in culture for one week and the effects on neuronal survival assessed 24 h after exposure to paraquat or vehicle. In the case of acutely prepared slices, the slices were incubated in culture medium for only a period of two hours before the same paraquat treatment. Although the cell survival rate was lower, in general, in cultures established from adult animals in comparison to those from young pups, greater neuronal death following paraquat exposure was observed in the CA1 and CbG regions as compared with the CA3 and cerebral cortex, and that was the case in both prolonged organotypic slice cultures and acute slice preparations (Fig. 2). Thus, in terms of sensitivity to OS, CbG neurons were similar to CA1 hippocampus neurons, whereas cortical neurons were similar to CA3 neurons. The presence of glial cells in slice cultures did not seem to alter the relative vulnerability of CbG and cortical neurons to OS.

**Figure 2:**
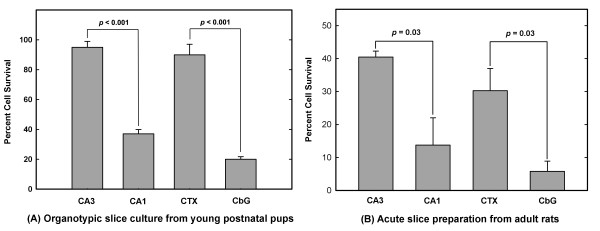
**Selective vulnerability of hippocampal CA1 and CbG neurons as compared with CA3 and CTX neurons in organotypic brain slice cultures and in acute slice preparations**. Both organotypic brain slice cultures and acute slice preparations were treated with paraquat (100 μM, 1 h). Cell survival was determined by PI labeling. Data represent the mean ± SEM. The number of experiments were n = 6 for (A) and n = 3 for (B). Statistically significant differences (*t*-test) are shown for the indicated comparisons.

### Comparative biochemical analyses of CbG and cerebral cortical neurons

The observed differential sensitivity of CbG and cortical neurons to paraquat and superoxide-induced OS, regardless of the culture type, culture conditions, or the relative chronicity of *in vitro *incubation of the cultures, afforded a good opportunity to conduct preliminary studies to determine whether differences in either the metabolism of paraquat or in the handling of superoxide by neurons might account for the differential vulnerabilities between these two neuronal populations. As mentioned above, paraquat generates superoxide anions through one-electron transfer reactions catalyzed by NADPH-cytochrome P450 reductase. Therefore, we first focused on potential differences in the levels of NADPH-cytochrome P450 reductase between CbG and cortical neurons. The protein levels of this enzyme were higher in cerebral cortical than CbG neurons (Fig. 3A). Based on these observations, it might have been expected that cortical neurons would be more susceptible to superoxide generation than CbG neurons. However, this was not the case. Thus, enhanced superoxide formation by cytochrome P450 reductase could not account for the greater sensitivity of CbG neurons to OS.

**Figure 3:**
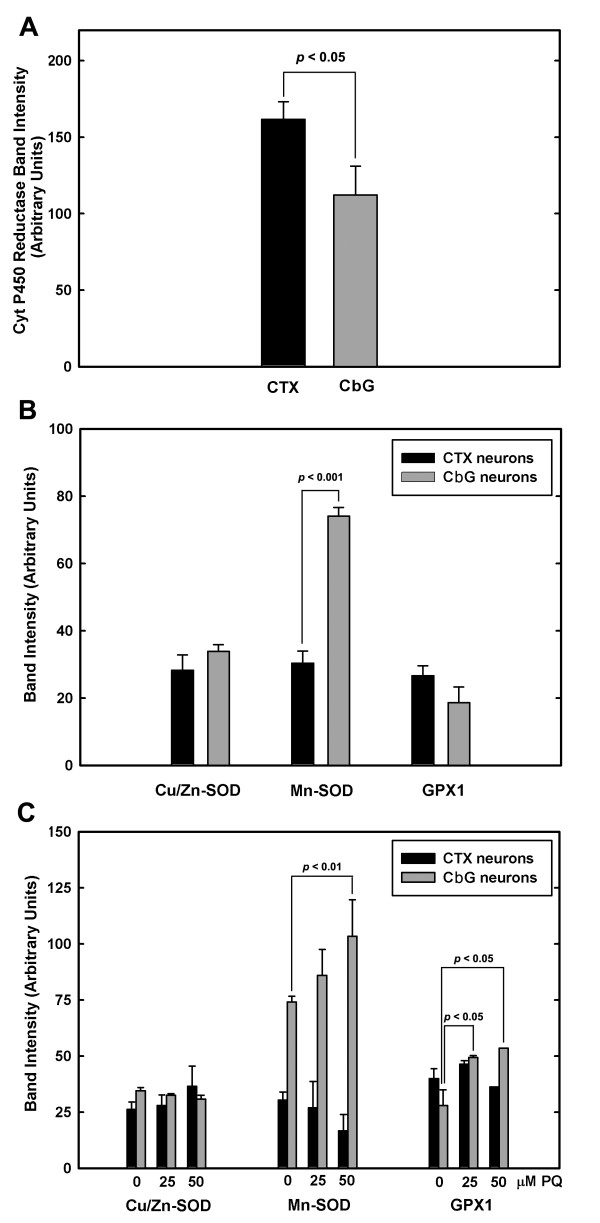
**Protein levels of NADPH-cytochrome P450 reductase and for cellular oxidoreductases in CTX and CbG neurons**. (A) Protein levels of NADPH-cytochrome P450 reductase in neurons. Immune labeling with anti-cytochrome P450 reductase antibodies was performed on proteins extracted from neurons cultured under conditions of 20% O_2 _tension. Results of densitometric measurements of the immuno-reactive band in each immunoblot are shown as the mean (± SEM) of 5 experiments. Statistically significant differences (*t*-test) are shown for the indicated comparisons. (B) Protein levels of SOD1, SOD2, and GPX1 in neurons. Immune labeling with anti-SOD1, anti-SOD2, and anti-GPX1 antibodies was performed on proteins extracted from neurons cultured as described in A. Results of densitometric measurements of the immuno-reactive bands in each immunoblot are shown as the mean (± SEM) of 3 experiments. Statistically significant differences (*t*-test) are shown for the indicated comparisons. (C) Effect of paraquat-induced OS on the protein levels of SOD1, SOD2, and GPX1 in neurons. Primary neurons in culture were exposed to the indicated concentrations of paraquat for 24 h at 37°C. Immune labeling with antibodies was performed as described in B. Results of densitometric measurements of the immuno-reactive bands in each immunoblot are shown as the mean (± SEM) of 3–5 experiments. Statistically significant differences (*t*-test) are shown for the indicated comparisons.

We next considered the possibility that the vulnerable neurons expressed lower levels of key anti-oxidant enzymes. Cu/Zn-SOD (SOD1), Mn-SOD (SOD2) and glutathione peroxidase (GPX1), were selected as oxidoreductases whose differential levels of expression might determine differential vulnerabilities to OS. The levels of SOD1 and GPX1 did not differ significantly between cerebral cortical and CbG neurons (Fig. 3B). However, the protein levels of SOD2 were 2.5 times higher in CbG than cortical neurons (Fig. 3B). Thus, based on endogenous SOD2 levels, it might have been predicted that CbG neurons would be more resistant than cortical neurons, which was not the case. It is possible that because these studies were performed using primary cultures maintained at 20% oxygen atmosphere, the elevated SOD2 levels in CbG neurons might have reflected an enhanced response of these neurons to OS induced that might have been induced by the high O_2 _tension present under the culture conditions used.

To determine if exposure of cerebral cortical and CbG neurons to OS that was produced through increased superoxide generation could affect the expression of the three oxidoreductases, the levels of SOD1, SOD2, and GPX1 were measured in neurons treated with paraquat (Fig. 3C). Statistical analyses showed that the levels of SOD1 were not significantly altered following treatment of either CbG or cortical neurons with paraquat. However, the levels of both SOD2 and GPX1 were significantly increased in CbG but not cortical neurons following exposure to paraquat. Results of two-way ANOVA indicated that SOD2 content was in general significantly higher in CbG *vs*. cerebral cortical neurons (*df *= 1, *F *= 113.958, *P *< 0.001). Therefore, the higher levels of SOD2 in CbG as compared with cortical neurons grown in primary cultures could reflect an adaptive response to exposure to elevated levels of O_2 _tension and the resulting OS.

Overall, these results indicated that the OS-vulnerable CbG neurons had the capacity to respond to increases in OS through the expression of higher SOD2 levels as compared with cortical neurons. Furthermore, CbG neurons showed much greater up-regulation of GPX1 than did cerebral cortical neurons following exposure to paraquat. This would suggest that CbG neurons would be equally or more protected from OS-induced cell death than cortical neurons. In conclusion, CbG neurons neither had reduced capacity to generate superoxide from paraquat nor reduced levels of anti-oxidant enzymes that protect neurons from OS. These relatively straightforward explanations of possible mechanisms of differential vulnerabilities of neurons to OS failed to reveal a pathway that might account for these differential properties of neurons. For this reason, the subsequent studies were focused on a more global approach to characterization of differentiating molecular pathways among the neurons derived from each of the four regions of rat brain that exhibited differential susceptibility to OS.

### Comparative transcriptome analyses of OS-vulnerable and OS-resistant neurons under basal conditions

In order to obtain a global view of molecular processes that might predispose CA1 and CbG neurons to greater sensitivity to OS compared with CA3 and cerebral cortical neurons, we performed transcriptomic analyses of neurons from these four brain regions. These studies were performed under basal conditions, i.e., no paraquat-induced exogenous OS. 

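Neurons of the 4 regions were taken by laser capture microdissection, which lifts stained cells out of a brain section, from 3 untreated rats aged 6 months. Each rat gave 1 array for the CA1 and the CA3 pyramidal cell layers, the CbG cell layer and layers IV to VI of the frontal cortex, so that the 12 arrays hold 3 replicates per region, 6 arrays of the vulnerable group (VUL, CA1 and CbG) and 6 of the resistant group (RES, CA3 and CTX). RNA was amplified in 2 cycles before hybridization to the Affymetrix RAE230A array.
The authors' deposited values are MAS5 signals on a linear scale, according to the submitters' processing notes, and the paper states that the arrays were scaled to 1 target intensity. The mean signal without the lowest and highest 2% of probe sets was 499.8 in each array. The median signal was 156 ± 7.13 (SD, n = 3) in CA1, 154 ± 7.09 in CA3, 172 ± 13.6 in CbG and 194 ± 6.21 in CTX. The log2 ratio of the 3' to the 5' control probe set of β-actin, a measure of RNA integrity, was 4.96 ± 0.894 (SD, n = 6) in VUL and 4.35 ± 0.465 in RES neurons (exact permutation within rats, two-sided p = 0.0556). For GAPDH the ratio was 1.92 ± 0.289 in VUL and 2.17 ± 0.498 in RES neurons (same exact test, p = 0.222). Both tests took the arrays as labelled. The arrays labelled CA3 replicate 3 (3.85 for β-actin) and CbG replicate 3 (4.66) thus counted as RES and VUL.
Of 15923 probe sets, 57 are controls, and 7535 of the others had a signal above the array's 50th percentile in at least 8 of the 12 arrays and were tested. The filter stands in for the detection calls of the authors' software, which were not used here. Signals were set on the log2 scale, centred on the array median and fitted in limma with a mean for each region and the rat as a block. The VUL and RES difference is the mean of CA1 and CbG minus the mean of CA3 and CTX. Errors of log2 differences are standard errors from this fit, and a difference counts as passing at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold.
The arrays labelled CA3 replicate 3 and CbG replicate 3 each lay among the arrays of the other region (*Gabra6*, *Nrgn* and *Grik4*, given with the clusters, were picked to show this after their values were seen). Results are therefore given over the 12 arrays as labelled and over the 10 arrays without these 2, an arrangement that was chosen after seeing the data. The filter kept 7463 probe sets over the 10 arrays. The number of arrays limits the precision of every value.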

In order to minimize non-target noise that might result from variations in sample collection and preparation, we employed LCM for the collection of highly homogeneous neuronal populations [26,27]. The homogeneity in the neuronal populations collected from the four designated brain regions is shown in the representative sections in Fig 4A. The cryosections used for LCM were prepared from rat brains frozen immediately after sacrifice, thus preserving, as much as possible, their native state in the brain and allowing us to assess the molecular differences among neurons under conditions that are likely to exist *in vivo*. The conditions for LCM dissection and recovery of neurons from the four brain regions were similar to those employed in the preparation of the acute adult brain slices that were used to detect the differential responses of neurons to paraquat-induced OS. Thus, uncovering differences under basal, near *in vivo *conditions, in the transcriptomic patterns between neurons that were vulnerable and those that were resistant to OS, might be indicative of the molecular pathways that are involved in determining the differential sensitivities to OS. Because the transcriptomic analyses planned were focused on differences detected under basal conditions, the rats used in the microarray studies were not subjected to any treatment that would induce OS.

**Figure 4:**
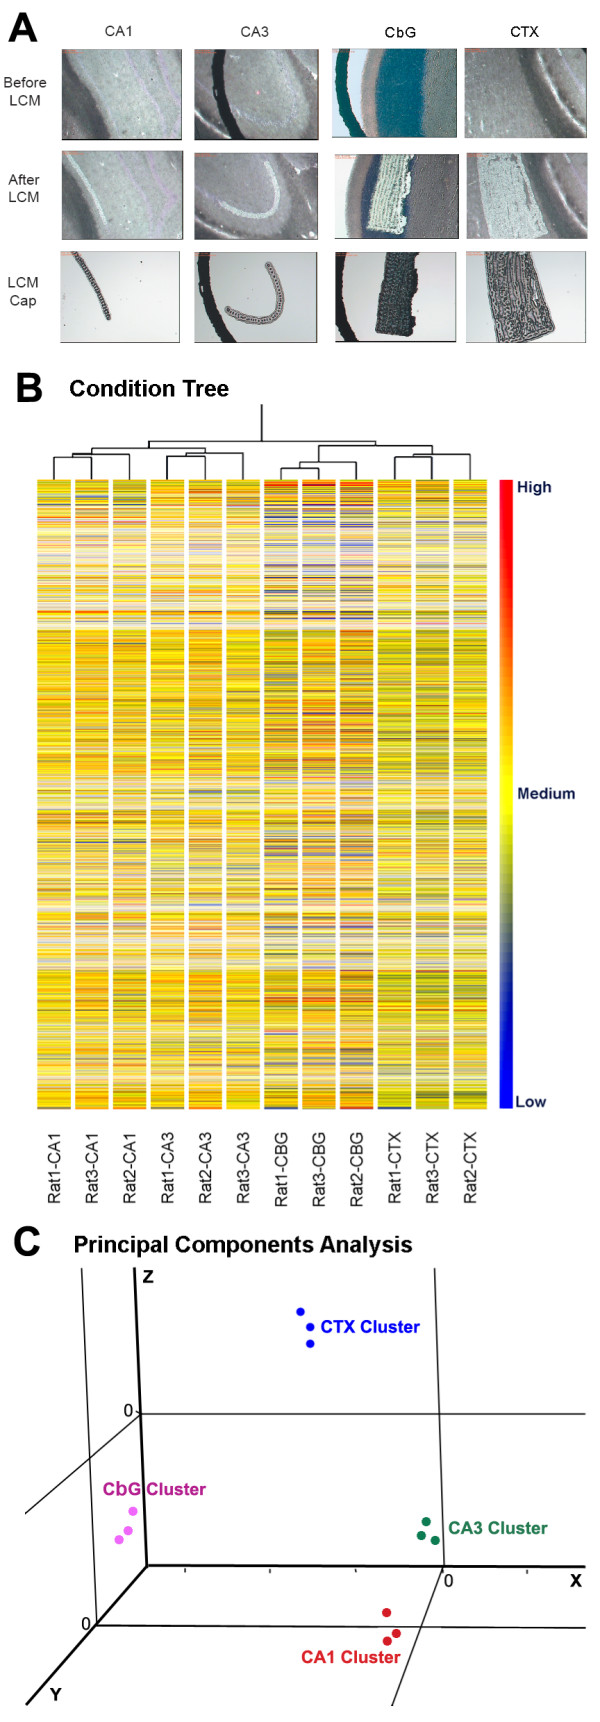
**LCM of neurons from the pyramidal cell layers of CA1 and CA3 of hippocampus, CbG cells of cerebellum, and layers IV-VI of cerebral cortex, and condition tree and Principal Components Analysis of microarray data from the captured neurons**. (A) LCM capture of neurons from the four brain regions. The upper row shows the lightly stained populations of neurons in the respective brain sections, the middle row shows the image of the sections after neuronal capture by LCM, and the bottom row shows the captured neurons on the LCM cap. (B) Condition tree analysis of microarray data. Condition tree analysis was based on expression values of all probesets on the Affymetrix RAE230A GeneChip (color bar shown at right indicates relative gene expression levels). Pearson correlation was used as measurement of similarity. (C) PCA of microarray data. This analysis allowed for the visualization of the relationships among samples from the four brain regions.

Excellent reproducibility among replicate samples in GeneChip analysis was achieved. Non-target, systematic noise was very low. The mean correlation coefficient between replicate chips was 0.96 (range 0.91–0.99). 

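Pearson's r of the log2 signals, taken across all 15923 probe sets, which are not independent, had a mean of 0.934, 0.927 and 0.932 with the other arrays of the region for the 3 CA1 arrays and of 0.935, 0.932 and 0.934 for the 3 CTX arrays. In CA3 these means were 0.899, 0.891 and 0.858, and in CbG they were 0.882, 0.875 and 0.851, with the lowest value of each region in the array labelled replicate 3, while CA3 replicates 1 and 2 had r = 0.932 with each other. Over the 12 pairs of replicate arrays as labelled, the mean r was 0.904 ± 0.038 (SD), between 0.844 and 0.939. Without the arrays labelled CA3 replicate 3 and CbG replicate 3, the 8 remaining pairs had a mean r of 0.929 and a lowest value of 0.907.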

Condition Tree and Principal Components Analysis (PCA) further supported the high reproducibility and low noise achieved in these studies (Fig. 4B, C). These analyses were based on genome-wide gene expression profiles and showed that samples from each brain region formed a cluster distinguishable from those from the other regions, regardless of the experimental animal from which the neurons were derived. This pattern indicated that each homogeneous neuronal population, e.g., the CA1 region neuronal population, had its own distinct transcriptome profile.

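The CA1 arrays and the CTX arrays each lay closest to the other arrays of their own region, while 5 of the 6 arrays labelled CA3 and CbG lay closest to an array labelled as the other of these regions. *Gabra6*, a GABA receptor subunit of cerebellar granule cells, had a signal of 3379.3 and 1282.9 in CbG replicates 1 and 2 but of 15.4 in the array labelled CbG replicate 3, and of 2567.6 in the array labelled CA3 replicate 3 against 5.6 and 38.6 in CA3 replicates 1 and 2. *Nrgn*, a calmodulin-binding protein of forebrain neurons, ran the other way, with 6293.6 and 7303.8 in CA3 replicates 1 and 2, 49.2 in the array labelled CA3 replicate 3, 21.8 and 24.5 in CbG replicates 1 and 2, and 6450.7 in the array labelled CbG replicate 3. *Grik4*, a kainate receptor subunit found in CA3 pyramidal cells, had 679.9 and 969 in CA3 replicates 1 and 2, 68 in the array labelled CA3 replicate 3 and 621 in that labelled CbG replicate 3.
Across all probe sets, the array labelled CA3 replicate 3 was closest to CbG replicate 1 (r = 0.932), and the array labelled CbG replicate 3 to CA3 replicate 1 (r = 0.933). Average linkage clustering on Pearson correlation, divided into 4 clusters, put the 3 CTX arrays together, the array labelled CA3 replicate 3 with CbG replicate 1, CbG replicate 2 alone, and the other 6 arrays together. On the probe sets that passed the signal filter, the 4 clusters were the 3 CA1 arrays, the 3 CTX arrays, CA3 replicates 1 and 2 with the array labelled CbG replicate 3, and CbG replicates 1 and 2 with the array labelled CA3 replicate 3. By qPCR on the same RNA samples, the paper finds *Nefl* and *Tf* lower and *Nfe2l2* higher in VUL than in RES neurons (Fig. 7), which does not settle the labels.

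**Figure D1:**
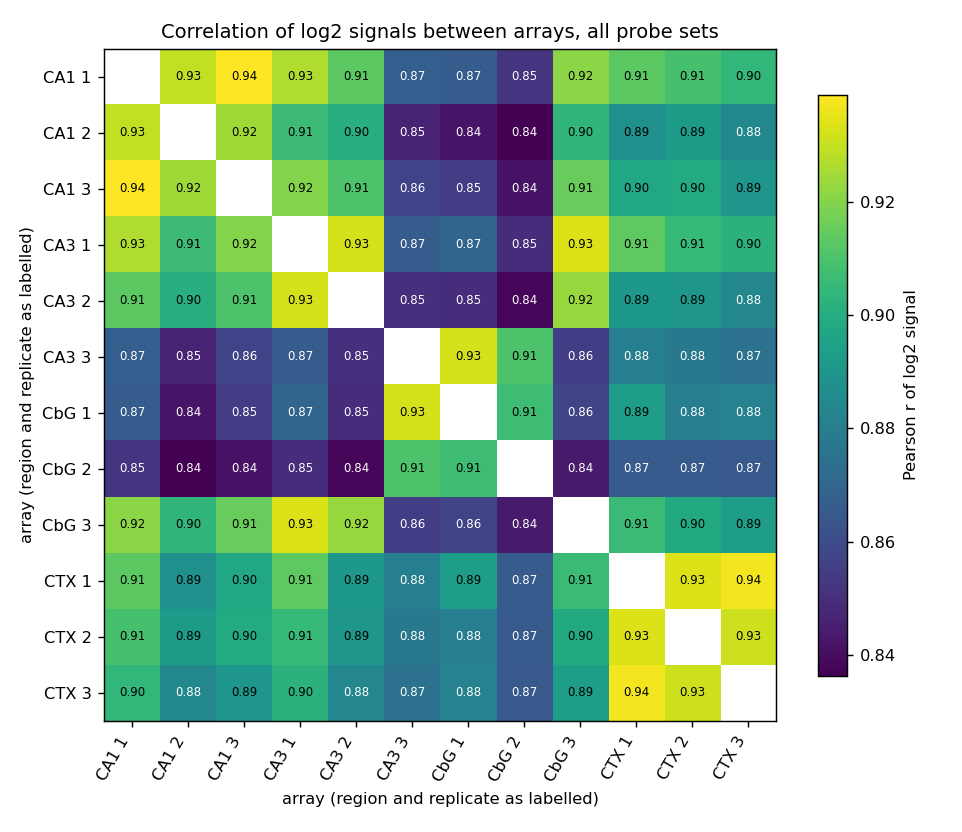
Pearson's r of log2 signal between the 12 arrays over all probe sets, with both axes giving region and replicate as labelled and the color and the printed value giving r. The row of CA3 3 is brightest at CbG 1 (r = 0.932) and the row of CbG 3 is brightest at CA3 1 (r = 0.933).

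**Figure D2:**
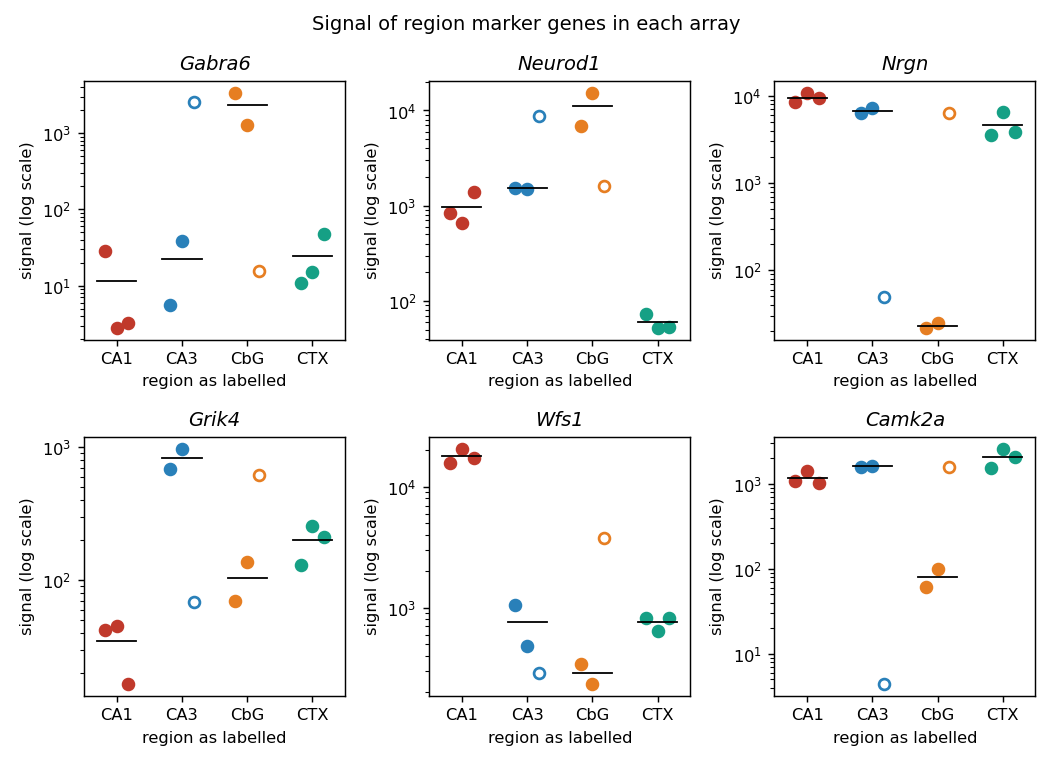
Signal (log scale) of 6 genes in each array, by region as labelled; filled circles are arrays, open circles are the arrays labelled CA3 replicate 3 and CbG replicate 3, and lines are the means of the other arrays of the region. The open circle of CA3 lies at 2567.6 for *Gabra6*, near the filled circles of CbG, and the open circle of CbG lies at 6450.7 for *Nrgn*, near those of CA3.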

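In CA1 compared with CA3, *Wfs1*, an endoplasmic reticulum protein abundant in CA1 pyramidal cells, had a log2 difference of 5.06 (standard error 0.90, adjusted p = 0.04 from limma) over the 12 arrays as labelled, and *Kcnd3*, an A-type potassium channel, of -3.19 (0.35, 0.0123). In CbG compared with CTX, *Neurod1*, a transcription factor of granule cells, had a log2 difference of 6.73 (0.88, 0.0167), and *Rgs4*, a regulator of G protein signaling, of -3.08 (0.24, 0.00193). Each of these 4 lay in the same direction in all 3 rats. These values include the arrays labelled CA3 replicate 3 and CbG replicate 3. With these 2 labels exchanged, chosen after seeing the data, *Wfs1* had 3.835 (0.41, 6.23e-05) and *Neurod1* 7.552 (0.33, 2.62e-09). As labelled, 47 probe sets were higher in CA1 and 51 in CA3, and 25 were higher in CbG and 22 in CTX. Without the array labelled CA3 replicate 3 these 4 counts were 94, 86, 106 and 118, without that labelled CbG replicate 3 they were 102, 107, 186 and 233, and without any 1 of the other 10 arrays each lay between 0 and 36.
Over the 10 arrays, 409 probe sets were higher in CA1 and 375 in CA3, and 1053 were higher in CbG and 907 in CTX. Leaving out 1 more of the 10 arrays moved the CA1 count to between 122 (without CA3 replicate 2) and 589 (without CbG replicate 1), the CA3 count to between 100 and 546, the CbG count to between 520 (without CbG replicate 2) and 1209, and the CTX count to between 587 (without CTX replicate 2) and 915. Without the signal filter, the 10 arrays gave 23 in CA1, 20 in CA3, 280 in CbG and 413 in CTX. The largest differences there included *Adgrl2*, an adhesion receptor, at 5.87 (0.59, 0.000126) and the calmodulin-binding protein *Pcp4* at -6.01 (0.57, 8.73e-05) for CA1 against CA3, and *Calb2*, or calretinin, at 4.48 (0.27, 3.38e-07) and *Nrgn* at -7.53 (0.24, 4.46e-09) for CbG against CTX. Of 5 markers of CA1 neurons tested, listed before the data were examined, 5 were higher in CA1 than in CA3 (5 adjusted over the list alone; mean log2 difference 3.28, camera adjusted p = 9.38e-10, adjusted p = 0.0533 with an estimated correlation). Of 9 markers of cerebellar granule cells, 7 were higher and 1 was lower in CbG than in CTX (also 7 and 1 adjusted over the list alone; mean 2.57, camera adjusted p = 8.97e-05, adjusted p = 0.142 with an estimated correlation). As labelled, 1 of the 5 CA1 markers and 1 of 8 granule cell markers passed.
The split between CbG and CTX moved with the scaling. The log2 median of the arrays was lower in CbG (difference -0.175 over the 12 arrays as labelled and -0.133 over the 10 arrays). The fit without centring differs from the main fit only by these array medians, and it moved the split towards CTX. Without centring, 18 probe sets were higher in CbG and 43 in CTX over the 12 arrays, and 751 and 1132 over the 10 arrays. With quantile normalization these were 26 and 56, and 896 and 1141. From the clusters by region, the paper concludes that each neuronal population had a transcriptome profile of its own.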

For the planned comparative transcriptome analyses, however, we were interested not in the distinguishing characteristics between one neuronal population and another, as such studies have been performed previously [14-20], but in those characteristics that defined vulnerability *vs*. resistance to OS. Therefore, we classified the neuronal samples into two groups, i.e., neurons vulnerable to OS (CA1 hippocampus and CbG neurons) and those resistant (CA3 hippocampus and cerebral cortex neurons). This approach was expected to focus the analyses of differential gene expression on the common characteristics that might determine sensitivity to OS. Based on the volcano plot analysis shown in Fig 5, there were 994 genes that were differentially expressed in OS-vulnerable as compared with OS-resistant neurons (*t*-test *P *≤ 0.05 and fold difference ≥ 1.5). 

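Over the 10 arrays, 646 of 7463 probe sets were higher in VUL and 684 in RES neurons (adjusted p under 0.05 from limma and at least 1.5-fold). Without the signal filter these counts were 210 and 281. With the filter, the group higher in VUL neurons included some genes of mRNA splicing and DNA repair. The group higher in RES neurons included some genes of synaptic vesicles, glycolysis and myelin. With an estimated correlation between genes, the lists of these genes did not pass camera. Over the 12 arrays as labelled, 0 of 7535 probe sets passed in limma, where the smallest adjusted p was 0.0654. At an unadjusted p under 0.05 from limma, 443 were higher in VUL and 300 in RES neurons. The methods' paired test on the 6 within-rat pairs, at its unadjusted threshold and 1.5-fold, gave 96 probe sets higher in VUL and 100 in RES neurons, and 0 after Benjamini-Hochberg adjustment.
A single array changed these counts. Without the array labelled CA3 replicate 3, 45 were higher in VUL and 45 in RES neurons, and without the array labelled CbG replicate 3 these were 9 and 8. Without the 4 arrays of rat 3, there were 540 and 651. Leaving out any other array or rat gave 0 in both directions.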

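Among the probe sets that passed the methods' paired test and 1.5-fold over the 12 arrays as labelled, 196 in all, the largest Benjamini-Hochberg adjusted P was 0.679. The 4 within-rat pairs of the 10 arrays gave 600 such probe sets, 295 higher in RES and 305 in VUL neurons, with a largest adjusted P of 0.349. In limma, which shares the spread across probe sets, the smallest adjusted p over the 10 arrays belonged to *Ncald*, which binds calcium in neurons, *Rgs14*, which regulates G protein signaling in hippocampal neurons, and the secreted protein *Olfm3*, each at 2.45e-07.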

After adjusting for multiple testing, the Benjamini and Hochberg False Discovery Rate was 0.09. 

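The largest differences higher in VUL neurons over the 10 arrays, among the genes that ran the same way in all 4 within-rat pairs, were those of *Cadps2*, which primes vesicles for release (log2 difference 3.26, standard error 0.34, adjusted p = 5.69e-05 from limma), *Calb1*, the calcium buffer calbindin (3.06, 0.37, 0.000141, but 1.73, 0.86, 0.146 with the 2 labels exchanged), *Olfm3* (2.85, 0.15), the circadian repressor *Bhlhe41* (2.74, 0.34, 0.000192) and *Nrep* (2.68, 0.20, 3.83e-06). The next were *Ccng2*, *Dipk2a*, *Sphkap*, *Usp3* and *Gabrd*, between 2.26 and 1.89. On the side of RES neurons the largest were those of *Enc1*, an actin-binding protein (-3.19, 0.21, 1.42e-06), the homeobox factor *Meis2* (-3.12, 0.20, 1.07e-06), the cyclin *Ccnd2* (-2.88, 0.37, 0.000228), *Rgs14* (-2.87, 0.15), the extracellular matrix protein *Edil3* (-2.74, 0.16, 8.23e-07) and the presynaptic protein *Stx1a* (-2.74, 0.15, 5.03e-07), apart from *Ncald*.
Several of these genes mark a cell type or region. Of 4 Purkinje cell markers, 3 were higher and 1 was lower in VUL neurons (3 and 1 adjusted over the list alone), with *Pvalb* at 1.52 and *Pcp4* at -3.16. With the 2 labels exchanged, 1 of the 4 was higher (*Itpr1*) and 1 lower (*Pcp4*; 1 and 1 adjusted over the list alone), and *Pvalb* had 0.19 (0.85, 0.885). Of 9 granule cell markers, 7 were higher (7 adjusted over the list alone; mean 1.63, camera adjusted p = 3.41e-06, adjusted p = 0.101 with an estimated correlation). Of 8 markers of deep cortical layers, 6 were lower and 2 higher (6 and 2 adjusted over the list alone; mean -0.98, camera adjusted p = 0.00354, adjusted p = 0.161 with an estimated correlation). Over the 12 arrays as labelled, 0 of these markers passed in limma, and 3 Purkinje cell, 2 granule cell and 1 deep layer markers were higher, and 1, 0 and 3 lower, at an unadjusted p under 0.05.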

Of the 994 genes, 481 were expressed at significantly higher levels in the OS-resistant neurons (region "A" of Fig. 5), while 513 genes were expressed more highly in OS-vulnerable neurons (region "B" of Fig. 5). Additional file 1 [see Additional file 1] lists the subpopulation of genes in the volcano plot whose expression was ≥ 2.0-fold in vulnerable as compared with resistant neurons, or the reverse. 

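Additional file 1 holds 104 probe sets of known genes, 70 higher in RES and 34 in VUL neurons. They were chosen on these samples, so the direction of their values here is not independent evidence. With the 12 arrays as labelled, 72 of the 104 had a mean within-rat VUL/RES ratio on the side of 1 that the file gives. The P value within 5% and the fold within 2% of those in the file were met together for 1 of the 104 probe sets. With the 2 labels exchanged, an arrangement chosen after seeing the data, both were met for 104 of the 104, and all 104 lay on the file's side of 1.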

Uncharacterized genes were not included in Additional file 1.

**Figure 5:**
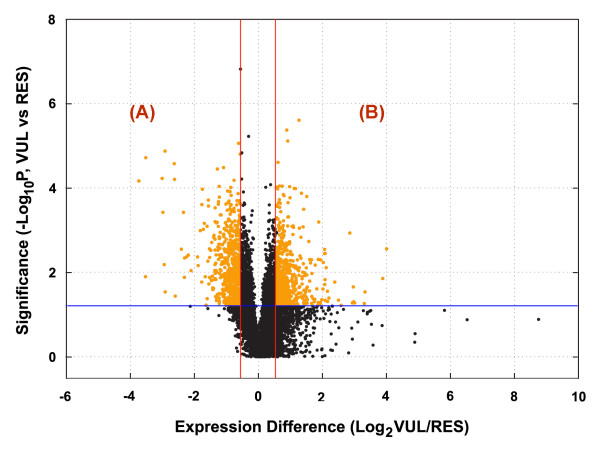
**Identification of differentially expressed genes (orange colored) between the vulnerable (VUL) and resistant (RES) groups by volcano plot**. The Y-axis displays the negative log (base 10) of *P *values from paired *t*-tests, while the X-axis shows the log (base 2) of the -fold differences between the two groups (VUL/RES). The blue line represents the *P *= 0.05 value, and the red lines correspond to fold differences of 1.5 and -1.5, respectively. Genes with paired t-test *P *< 0.05, and fold difference ≥1.5 or ≤-1.5, were identified as differentially expressed genes and are highlighted in orange.

In an effort to confirm that the identified genes were a core set of genes whose expression under basal conditions could differentiate between neurons vulnerable and those resistant to OS, an alternative target-gene identification approach was performed. In this alternative approach, we compared gene expression profiles between CA1 and CA3 and identified differentially expressed genes between them. Likewise, gene expression data generated from CbG and cerebral cortical neurons were also compared and differential gene expression patterns between them were identified. A comparison of convergent genes from the two independent comparisons and the target genes identified using the group-based approach described above (i.e., the 481 genes expressed at higher levels in resistant neurons and the 513 at higher levels in vulnerable neurons) revealed the following: a) 91% of the 481 resistant-neuron-higher genes (a total of 437) were convergent genes that were expressed at higher levels in CA3 and cortex in the two independent comparisons; and b) 94% of the 513 vulnerable-neuron-higher genes (a total of 484) were convergent genes that were expressed at higher levels in CA1 and CbG neurons in the two independent comparisons. These findings suggested that the target genes identified from our group-based approach can be used to differentiate neurons vulnerable to OS from those that are resistant with a high degree of accuracy.

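Of the 646 probe sets higher in VUL neurons over the 10 arrays, 559 (86.5%) were higher both in CA1 than in CA3 and in CbG than in CTX, and of the 684 higher in RES neurons, 517 (75.6%) were lower in both. *Usp1*, which removes ubiquitin, had a log2 difference of 1.41 between CA1 and CA3 (standard error 0.32, adjusted p = 0.0146 from limma) and of 1.82 between CbG and CTX (0.32, 0.00149). *Me1*, the cytosolic malic enzyme, had -1.71 (0.23, 0.000721) and -0.74 (0.23, 0.0344). *Gabra5*, a GABA receptor subunit, was lower mainly in 1 pair, with -0.42 (0.34, 0.5) between CA1 and CA3 and -4.16 (0.34, 3.92e-06) between CbG and CTX.
These shares come from the same arrays as the group difference, which is the mean of the 2 regional differences, so a high share in 1 direction is built into it. Across all 7463 probe sets tested over the 10 arrays, 51.7% had the same sign in both pairs, and r between the 2 regional differences was -0.0387. At an unadjusted p under 0.05 in both pairs, 235 (36.4%) of the probe sets higher in VUL and 204 (29.8%) of those higher in RES neurons were convergent. After adjustment these were 76 (11.8%) and 78 (11.4%). With the 2 labels exchanged, chosen after seeing the data, the adjusted values were 173 (22.4%) and 115 (18.4%). Over the 10 arrays, the median size of the log2 difference was 0.62 in CA1 against CA3 and 0.98 in CbG against CTX for the VUL genes, and 0.66 and 1.19 for the RES genes. Over the 12 arrays as labelled 0 probe sets passed the group test in limma, and of the 196 that passed the methods' paired test with 1.5-fold, 100% ran the same way in both pairs. The paired test cannot pass at its threshold where the 2 regional means differ in sign, so this 100% is built in and decides nothing.
From the share of convergent genes, the paper proposes that the genes found by grouping the samples can tell OS-vulnerable from OS-resistant neurons.

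**Figure D3:**
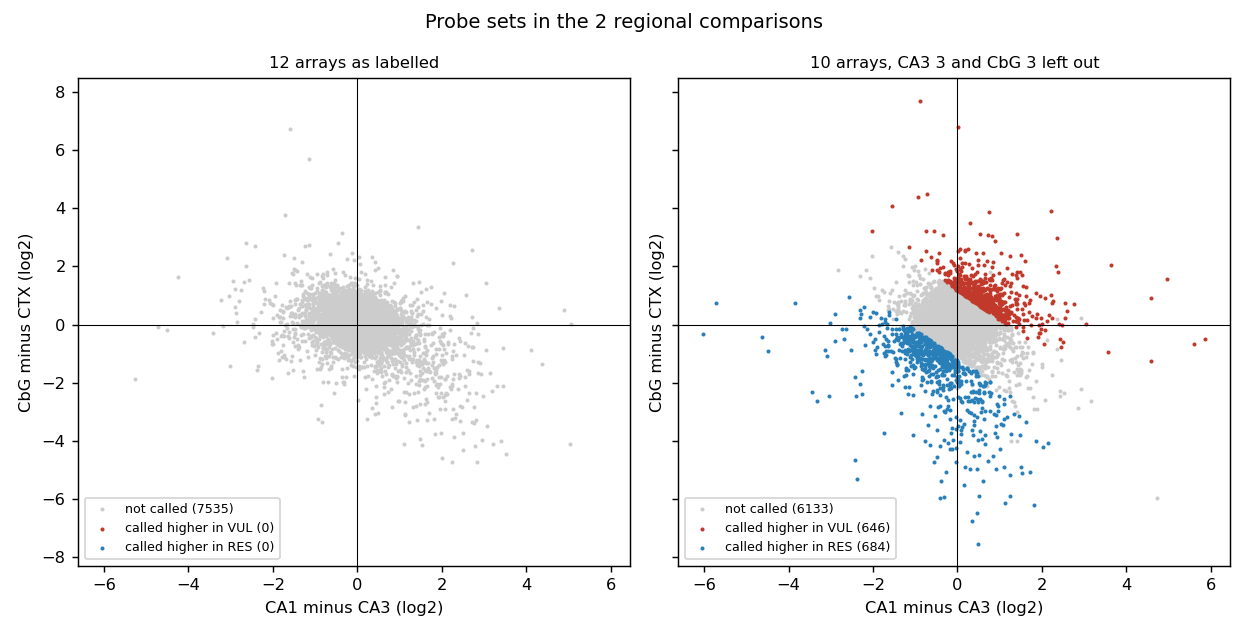
Log2 difference of each tested probe set between CA1 and CA3 (x axis) and between CbG and CTX (y axis), over the 12 arrays as labelled (left) and the 10 arrays (right); points are probe sets, red where higher in VUL and blue where higher in RES neurons, grey where they did not pass. On the right 646 points are red and 684 blue, and on the left 0 of 7535 passed in limma, with 443 and 300 at an unadjusted p under 0.05.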

In order to evaluate the potential functional differences between OS-resistant and OS-vulnerable neurons, we performed a comparative analysis on key biological functions associated with the two lists of genes that were expressed more highly either in OS-vulnerable or OS-resistant neurons. The Core Comparison Analysis module in the Ingenuity Pathways Analysis (IPA) package allowed us to gain an overview of key differences between the two types of neurons in terms of their respective gene transcriptomes (Fig. 6). Overall, neurons in the vulnerable group showed higher transcriptional activity for genes related to gene expression, nucleic acid damage repair, RNA trafficking and post-transcriptional modification, and immune response, while those in the resistant group had higher activities in cell signaling, cell function and maintenance, lipid metabolism, and energy production.

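Of 49 genes of mRNA splicing and processing, 7 were higher and 0 lower in VUL neurons over the 10 arrays (7 adjusted over the list alone). They were led by *Dhx16*, a splicing helicase (log2 difference 1.50, standard error 0.15, adjusted p = 4.25e-05 from limma), and the RNA-binding proteins *Hnrnpm* (1.13, 0.19, 0.0012), *Hnrnph1* (0.86, 0.14, 0.00107) and *Srsf1* (0.75, 0.14, 0.00269). The mean over the list was 0.39 (camera adjusted p = 3.31e-06, adjusted p = 0.101 with an estimated correlation). Over the 12 arrays as labelled the mean was 0.21 (camera adjusted p = 0.0105, adjusted p = 0.582 with an estimated correlation), with 0 of 49 past the test in limma and 3 higher at an unadjusted p under 0.05.
Of 27 antioxidant genes, 0 were higher and 2 lower in VUL neurons over the 10 arrays, both glutathione transferases, *Gsta1* (-1.05, 0.16, 0.000679) and *Gsta4* (-0.89). The mean of this list was -0.20 over the 10 arrays (camera adjusted p = 0.0374, adjusted p = 0.516 with an estimated correlation) and 0.01 over the 12 arrays as labelled (camera adjusted p = 0.644). Around the 10 arrays, the antioxidant list passed camera in 11 of 23 other settings and the splicing list in 23 of 23.
Of 9 oligodendrocyte and myelin markers, 7 were lower and 1 higher in VUL neurons over the 10 arrays (8 and 1 adjusted over the list alone), with *Mobp* at -1.37 and *Cldn11* at -1.18, and their mean was -0.76 (camera adjusted p = 0.00138, adjusted p = 0.476 with an estimated correlation). As labelled, 0 of 10 passed in limma and 9 were lower at an unadjusted p under 0.05 (9 adjusted over the list alone), with a mean of -1.01 (camera adjusted p = 4.43e-12, adjusted p = 0.145 with an estimated correlation). The paper states these functions from the Ingenuity comparison, which was not repeated here, so the lists used are others. The splicing list still shares genes with Table 2, *Dhx16* and *Hnrnph1* among them, and is not independent of the paper's choice.

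**Figure D4:**
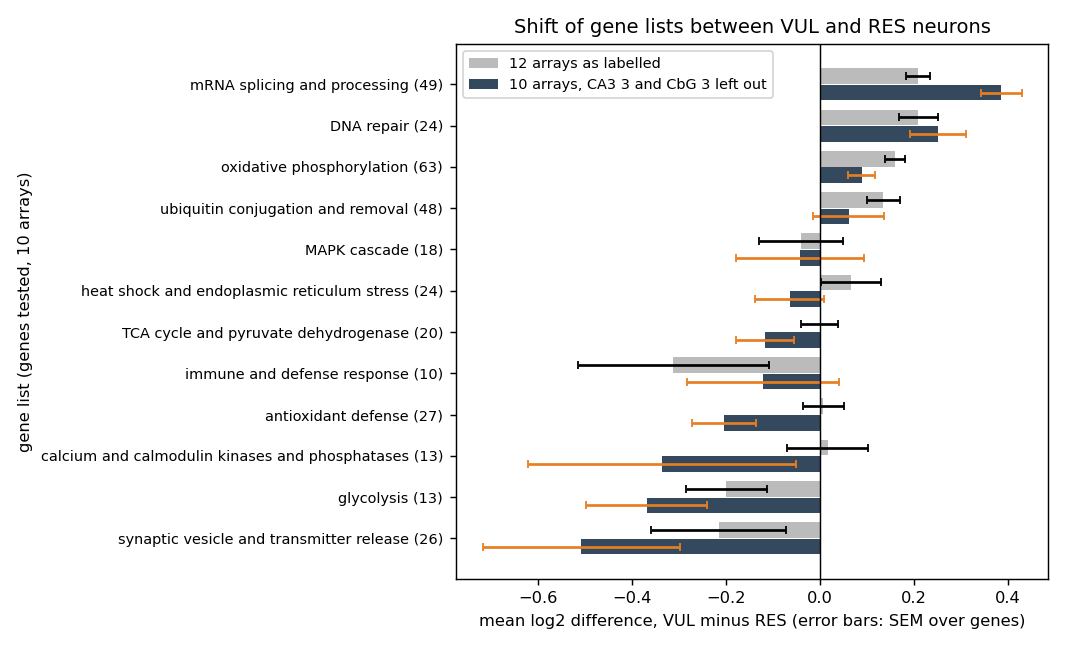
Mean log2 difference between VUL and RES neurons of 12 gene lists by function (bars, with SEM over the genes of a list), over the 12 arrays as labelled (grey) and the 10 arrays (dark); values above 0 are higher in VUL neurons. Splicing genes lie at 0.39 and synaptic vesicle genes at -0.51 over the 10 arrays, against 0.21 and -0.22 as labelled.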

**Figure 6:**
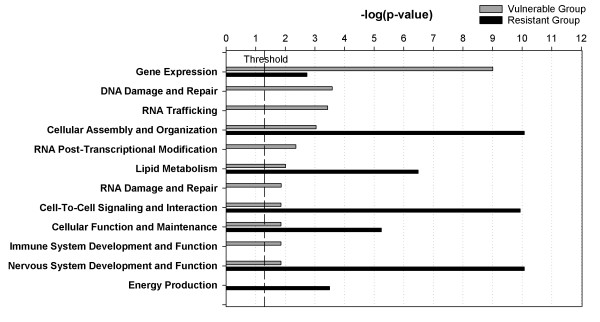
**Comparison of transcriptomic profiles between the VUL and RES neurons based on biological functions associated with the differentially expressed genes identified in each neuronal group**. The threshold line corresponds to the -log value for *P *= 0.05. Values of significance that is higher than threshold indicate greater numbers of genes, from either VUL or RES neurons, associated with the corresponding biological function. For example, although expression of genes related to the biological function of "Gene Expression" reached a value of significance above-threshold for both VUL and RES neurons, there were many more genes expressed in VUL neurons (54 in total) than the RES neurons (2), thus a higher -log *P *value for VUL than RES.

We subsequently conducted a series of in-depth bioinformatic analyses of the genes that were differentially expressed in the two populations of neurons. The first of these was the Gene Ontology (GO) characterization, i.e., the determination of biological processes, molecular functions, and cellular components linked to groups of genes with differential expression patterns [28]. In this study, we used a statistical model based on the hypergeometric distribution implemented in MAPPFinder [29]. GO terms enriched with genes which were differentially expressed in vulnerable and resistant neurons are shown in Table 1. A close examination of the results from this analysis and a comparison with those of the IPA analysis showed that there were many common biological functions or processes identified by the two types of analyses. The major functional groups identified by the GO analyses among genes expressed more highly in vulnerable as compared with resistant neurons were: 1) DNA repair and response to DNA damage; 2) Regulation of transcription; and 3) Intramolecular oxidoreductase activity. 

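Of 24 genes of a DNA repair list fixed beforehand, 5 were higher and 0 lower in VUL neurons over the 10 arrays (5 adjusted over the list alone): *Rpa1*, which binds single-stranded DNA (log2 difference 0.73, standard error 0.21, adjusted p = 0.0245 from limma), *Nbn* of the double-strand break complex (0.69, 0.14, 0.00397), *Xrcc1* of base excision repair (0.68, 0.23, 0.0464), and the replication clamp *Pcna* (0.68, 0.20, 0.0288), with *Parp2* behind them. The mean over the list was 0.25 (camera adjusted p = 0.0374, adjusted p = 0.376 with an estimated correlation), and the list passed camera in 16 of 23 other settings around the 10 arrays. With the arrays as labelled, 0 of 25 passed in limma and 3 were higher at an unadjusted p under 0.05, with a mean of 0.21 (camera adjusted p = 0.0324, adjusted p = 0.422 with an estimated correlation).
Among the 5 DNA repair genes of Table 1, *Cspg6* (now *Smc3*), a subunit of cohesin, had a log2 difference of 0.54 (0.17, 0.0396), which is 1.45-fold, and passed the adjusted p in 12 of 23 other settings. *Hmgb2*, *Pold1*, *Tyms* and *Xab2* lay below the signal filter. Without the filter their differences over the 10 arrays were 1.55 (0.46, 0.136), 1.05 (0.39, 0.206), 1.01 (0.49, 0.305) and 0.48 (0.21, 0.271). With a filter on at least 3 arrays, *Pold1* passed at the same difference (adjusted p = 0.0485). The probe set of *Hmgb2* is annotated to several genes.
Of the 13 tested transcription regulators of Table 1, 10 were higher in VUL neurons over the 10 arrays (10 adjusted over the list alone), among them the zinc finger factor *Zfp57* at 0.85 beside *Hif1a*, *Nr3c1* and *Cbx7*. In the arrangement as labelled, 0 of 13 passed in limma and 0 were higher and 1 was lower at an unadjusted p under 0.05. Of the 9 tested mRNA processing genes of Table 2, 4 were higher over the 10 arrays (4 adjusted over the list alone), and as labelled 0 passed in limma and 1 was higher at an unadjusted p under 0.05. The study chose these lists on the same samples, so their direction is not independent evidence.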

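*Hif1a*, the oxygen-sensing subunit of hypoxia-inducible factor, *Nr3c1*, the glucocorticoid receptor, and *Rnpc2* (now *Rbm39*), a coactivator of steroid receptors and a splicing factor, were each higher in VUL neurons over the 10 arrays, the last in 2 of its 4 tested probe sets. *Hif1a* had a log2 difference of 0.94 (standard error 0.16, adjusted p = 0.00152 from limma), with signals of 1606 ± 60.7 (SD, n = 3) in CA1, 1028 ± 302 (n = 2) in CA3, 3162 ± 121 (n = 2) in CbG and 1459 ± 149 (n = 3) in CTX. *Nr3c1* had 0.97 (0.14, 0.000488), with 1299 ± 100 in CA1 against 458.4 ± 16.6 in CA3, and 1237 ± 189 in CbG against 970.3 ± 66.8 in CTX. *Rnpc2* had 0.63 (0.14, 0.00651) and 0.69 (0.15, 0.00601) in these 2, and 0.14 (0.16, 0.569) and 0.33 (0.16, 0.139) in the others. Over the 12 arrays as labelled, the differences of *Hif1a*, *Nr3c1* and the first probe set of *Rnpc2* were 0.53 (0.32, 0.674), 0.55 (0.31, 0.629) and 0.32 (0.24, 0.759).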

The GO category of regulation of transcription included a transcription factor that functions as a sensor of hypoxia, hypoxia-inducible factor 1 (*Hif1*), a glucocorticoid receptor, nuclear receptor subfamily 3/group c/member 1 (*Nr3c1*), that controls inflammatory responses in cells, and a transcriptional co-activator of steroid receptors, *Rnpc2*. In addition, one of the transcription factors that transactivates *Nr3c1*, the POU family homeodomain transcription factor *Pou2f1 *[30], was also expressed at higher levels in vulnerable compared with resistant neurons, possibly indicating the importance of inflammatory responses and glucocorticoid receptor signaling in OS-vulnerable neurons. 

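*Pou2f1*, an octamer-binding factor, lay below the signal filter. Its signal over the 10 arrays was 92.2 ± 29 (SD, n = 3) in CA1 against 42.75 ± 31.3 (n = 2) in CA3, and 195 ± 65.5 (n = 2) in CbG against 137.3 ± 31 (n = 3) in CTX. Without the filter the log2 difference of *Pou2f1* was 0.93 over the 10 arrays (standard error 0.40, adjusted p = 0.259 from limma) and 0.23 over the 12 arrays as labelled (0.59, 0.967), so it was not told apart from 0 in either.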

One transcription factor shown in Table 1, chromobox 7 (*Cbx7*), and another listed in Additional file 1 as more highly expressed in OS-vulnerable neurons, MAD homolog 5 (*Smad5*), are involved in maintaining cells in a transcriptionally repressed state and repressing cyclin-dependent cell cycling [31,32]. 

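*Cbx7*, a subunit of a Polycomb repressive complex, was higher in VUL neurons over the 10 arrays by a log2 difference of 0.93 (standard error 0.18, adjusted p = 0.0031 from limma), of 0.41 (0.27, 0.379) between CA1 and CA3 and of 1.45 (0.27, 0.00197) between CbG and CTX. As labelled, the difference of *Cbx7* was 0.28 (0.47, 0.913). *Smad5*, a mediator of bone morphogenetic protein signaling, was higher over the 10 arrays in the 1 probe set that passed the signal filter, at 0.63 (0.17, 0.0172). This group difference rested on CbG and CTX, with 1.36 (0.25, 0.00192) between them. As labelled, the probe set had 0.06 (0.42, 0.984). The probe set of *Smad5* in Additional file 1 lay below the filter, with 81 ± 37.3 (SD, n = 3) in CA1, 50.2 ± 64.3 (n = 2) in CA3, 265.8 ± 14.9 (n = 2) in CbG and 170.1 ± 14.7 (n = 3) in CTX. Without the filter, this probe set of *Smad5* had 1.28 (0.65, 0.328) over the 10 arrays and 0.43 (0.80, 0.951) as labelled.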

Elevated expression of genes involved in suppression of cell cycling might be a cell defense against neuronal de-differentiation and cell death [33]. In the last GO category enriched with genes more highly expressed in vulnerable than resistant neurons, there were only two genes, protein disulfide-isomerase A3 precursor (*Pdia3*) and emopamil binding protein (*Ebp*). Both PDIA3 and EBP are isomerases, both may control Ca^2+ ^homeostasis in cells, and both are located in the endoplasmic reticulum (in the lumen or the membrane, respectively) [34,35]. 

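*Pdia3*, a protein disulfide isomerase of the endoplasmic reticulum, had a log2 difference between VUL and RES neurons of 0.12 (standard error 0.29, adjusted p = 0.945 from limma) over the 12 arrays as labelled and of -0.26 (0.15, 0.246) over the 10 arrays. The direction turned in this probe set, which did not pass in either. Another probe set of *Pdia3* did not turn or pass, with 0.14 (0.16, 0.853) as labelled and 0.001 (0.15, 0.995) over the 10 arrays. The signal of *Pdia3* over the 10 arrays was 1557 ± 114 (SD, n = 3) in CA1, 1850 ± 389 (n = 2) in CA3, 938 ± 68 (n = 2) in CbG and 1223 ± 154 (n = 3) in CTX. *Ebp*, a sterol isomerase, did not pass the signal filter, with 173.1 ± 21 in CA1, 127.4 ± 49 in CA3, 260 ± 19 in CbG and 113.2 ± 18.1 in CTX. Without the filter, the difference of *Ebp* was 0.74 (0.24, 0.504) as labelled and 0.90 (0.23, 0.105) over the 10 arrays. *Ebp* passed there with a filter on at least 3 arrays (same difference, adjusted p = 0.0146) and without rat 1 (0.85, adjusted p = 0.00867).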

EBP is 3-β-hydroxysteroid-Δ7-Δ8-isomerase that binds drugs that have anti-ischemic properties, such as emopamil and ifenprodil [35]. 

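Heat shock and endoplasmic reticulum stress genes went both ways. Of 24 genes of such a list over the 10 arrays, 1 was higher and 2 were lower in VUL neurons (1 and 1 adjusted over the list alone): the cochaperone *Dnajb1* at 0.72 (standard error 0.16, adjusted p = 0.00727 from limma), the small heat shock protein *Cryab* at -0.70 (0.16, 0.00899) and *Hspa4* at -0.64 (0.21, 0.0457). The mean of the list was -0.06 (camera adjusted p = 0.431). Over all 12 arrays as labelled, 0 of 24 passed in limma, 2 were higher and 1 was lower at an unadjusted p under 0.05, and the mean was 0.07 (camera adjusted p = 0.812).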

Based on the differential expression of the genes described above, the general GO category of stress-defense-response genes was identified by GO analysis as being more highly expressed in OS-vulnerable compared with OS-resistant neurons. This GO category is populated by genes in categories of "DNA repair", "response to DNA damage stimulus", and "intramolecular oxidoreductase activity". This is in agreement with the results from the IPA comparative analysis which identified "DNA damage and repair" and "immune system development and function" among the key functions more prevalent in neurons vulnerable to OS.

**Table 1:** Gene Ontology (GO) terms significantly enriched with differentially expressed genes

**GO terms and accession numbers**	Category*	***Z *score**	**Permute *P***	**Associated Genes**
**For genes expressed at higher levels in neurons vulnerable to OS**				

DNA repair (GO:0006281)	BP	4.684	0.001	*Hmgb2, Cspg6, Pold1, Tyms, Xab2*
Response to DNA damage stimulus (GO:0006974)	BP	4.488	0.002	*Hmgb2, Cspg6, Pold1, Tyms, Xab2*
Regulation of transcription (GO:0045449)	BP	2.395	0.011	*Cnot2, Cbx7, Cebpe, Ctcf, E2f5, Gmeb2, Hif1a, Nfyc, Nr3c1, Pnrc1, Pou2f1, Rere, Rnpc2, Usf2, Zfp57*
Intramolecular oxidoreductase activity (GO:0016860)	MF	3.165	0.040	*Pdia3, Ebp*

**For genes expressed at higher levels in neurons resistant to OS**				

Calcium- and calmodulin-dependent protein kinase activity (GO:0004685)	MF	5.475	0	*Camk2a, Camkk1, Camk1b*
Energy derivation by oxidation of organic compounds (GO:0015980)	BP	2.839	0.004	*Idh3a, Gyg1, Eno1, Pfkp, Ldha, Me1, Idh1*
Neurotransmitter transport (GO:0006836)	BP	3.313	0.008	*Cplx2, Rims2, Slc6a7, Slc6a9, Stx1a*
Main pathways of carbohydrate metabolism (GO:0006092)	BP	2.739	0.010	*Eno1, Pfkp, Ldha, Idh3a, Me1, Idhc*
Synaptic vesicle (GO:0008021)	CC	2.96	0.012	*Sept5, Syn2, Syp, Syt5*
Regulation of neurotransmitter secretion (GO:0046928)	BP	3.902	0.022	*Kcnmb4, Syn2*
Regulation of action potential (GO:0001508)	BP	3.902	0.022	*Kcnmb4, Pllp*
Regulation of signal transduction (GO:0009966)	BP	2.858	0.025	*Igfbp3, Rgs14, Rgs3, Socs2*

* BP – Biological Process; CC – Cellular Component; MF – Molecular Function

The GO categories that contained genes with higher expression in OS-resistant *vs*. OS-sensitive neurons were those of energy generation and carbohydrate metabolism, as well as action potential, neurotransmission, calcium signaling, and regulation of signal transduction. Related GO terms such as "calcium- and calmodulin-dependent protein kinase activity", "regulation of signal transduction", "neurotransmitter transport", "synaptic vesicle", "regulation of neurotransmitter secretion", and "regulation of action potential" were enriched with genes expressed at higher levels in OS-resistant than OS-vulnerable neurons. 

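Of 26 genes of synaptic vesicles and transmitter release, 15 were lower and 1 was higher in VUL than in RES neurons over the 10 arrays (15 and 1 adjusted over the list alone), with *Syt5*, a synaptotagmin (log2 difference -1.84, standard error 0.26, adjusted p = 0.000484 from limma), and the vesicle phosphoproteins *Syn1* (-1.32, 0.20, 6e-04) and *Syn2* (-1.08, 0.15, 0.000355). The probe set read here as *Syn1* from the gene table used stands as Araf1 in the study's Additional file 1. The mean of the list was -0.51 (camera adjusted p = 3.31e-06, adjusted p = 0.169 with an estimated correlation). As labelled, 0 of 26 passed in limma, 1 was higher and 4 were lower at an unadjusted p under 0.05, and the mean was -0.22 (camera adjusted p = 0.000171, adjusted p = 0.442 with an estimated correlation).
*Camk2a*, the abundant calcium/calmodulin kinase of forebrain synapses, was lower in VUL neurons by -2.53 (0.16, 1.07e-06) over the 10 arrays. The difference was larger between CbG and CTX, where *Camk2a* had a signal of 80.85 against 2041, while CA1 had 1169 and CA3 had 1611. Another probe set of *Camk2a* had -1.24 (0.17, 0.000328), and it was higher in CA1 than in CA3, at 1.26 (0.25, 0.00743), and lower in CbG than in CTX, at -3.75 (0.25, 7.47e-07). *Camkk1*, which activates calmodulin kinases, had -1.06 (0.19, 0.00213), and *Camk1b* (now *Pnck*), below the filter, had -1.44 (0.47, 0.169). As labelled, *Camk2a* had -0.35 (1.50, 0.969). Of 13 calcium and calmodulin kinases and phosphatases, 3 were lower and 1 was higher (3 and 1 adjusted over the list alone), the last being *Camk2d* at 1.36 (0.15, 8e-05), and the mean was -0.34 (camera adjusted p = 0.209). With the arrays as labelled, 0 of these 13 passed in limma, 1 was higher at an unadjusted p under 0.05, and the mean was 0.02 (camera adjusted p = 0.851).
The table lists, chosen on these samples, are not independent evidence of direction. *Stx1a*, *Syt5*, *Syn2*, *Syp* and *Cplx2* of these lists also belong to the wider synaptic vesicle list above. Over the 10 arrays, 4 of 4 tested synaptic vesicle genes, 2 of 3 of neurotransmitter transport, 2 of 2 of the regulation of action potential or of transmitter secretion, the potassium channel subunit *Kcnmb4* at -0.87 and *Syn2*, and 1 of 2 of signal transduction were lower in VUL neurons, equally when adjusted over the list alone. In the arrangement as labelled, 0 of these passed in limma, and 0, 3, 1 and 0 were lower at an unadjusted p under 0.05.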

The GO terms "energy derivation by oxidation of organic compounds" and "main pathways of carbohydrate metabolism" were also enriched with genes that were expressed at higher levels in resistant as compared with vulnerable neurons. These results matched some of the key categories identified through the use of the IPA analysis, in particular, the two major categories of genes expressed more highly in OS-resistant than OS-vulnerable neurons, "cell-to cell signaling and interaction" and "energy production".

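Of 13 glycolysis genes tested, 4 were lower and 0 higher in VUL than in RES neurons over the 10 arrays (4 adjusted over the list alone), *Hk1*, the hexokinase of brain, at a log2 difference of -0.92 (standard error 0.22, adjusted p = 0.0115 from limma), with *Ldha*, *Pfkp* and *Eno1*. The mean of the list was -0.37 (camera adjusted p = 0.0109, adjusted p = 0.516 with an estimated correlation), and camera passed in 21 of 23 other settings, the largest adjusted p being 0.119 without rat 1. The mean was -0.59 between CA1 and CA3 (camera adjusted p = 0.00144, adjusted p = 0.452 with an estimated correlation) and -0.15 between CbG and CTX (camera adjusted p = 0.328), and the difference between these means was not tested. With the 2 labels exchanged, *Hk1* had -0.61 (0.25, 0.0791). Over all 12 arrays as labelled, 0 of 13 passed in limma and 1 was lower at an unadjusted p under 0.05 (1 adjusted over the list alone), with a mean of -0.20 (camera adjusted p = 0.0198, adjusted p = 0.506 with an estimated correlation).
Of 20 genes of the citrate cycle and pyruvate dehydrogenase, 1 was lower over the 10 arrays, *Idh3a* (1 adjusted over the list alone), and the mean was -0.12 (camera adjusted p = 0.215). As labelled, 0 of 20 passed in limma and 1 was lower at an unadjusted p under 0.05 (mean 0.00, camera adjusted p = 0.501).
Genes of oxidative phosphorylation did not follow. Of 63 tested over the 10 arrays, 3 were higher in VUL neurons and 0 lower (0 and 0 adjusted over the list alone), *Ndufa6* and *Ndufc2* of complex I at 0.69 and 0.59 and *Atp5mg* of the ATP synthase at 0.67, with a mean of 0.09 (camera adjusted p = 0.478). With the arrays as labelled, 0 of 63 passed in limma and 3 were higher at an unadjusted p under 0.05, with a mean of 0.16 (camera adjusted p = 0.0282, adjusted p = 0.689 with an estimated correlation). All 7 energy derivation genes of Table 1 were lower in VUL neurons over the 10 arrays (7 adjusted over the list alone). In the arrangement as labelled, 0 of these 7 passed in limma and 1 was lower at an unadjusted p under 0.05. The study chose these 7 on the same samples, so they are not independent evidence of direction. *Eno1*, *Ldha* and *Pfkp* of these 7 are also in the glycolysis list, to which the same limit applies.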

In the present studies, OS-resistant neurons had significantly lower transcription levels of genes that fell in the GO categories of "defense response" (GO:0006952, *Z *= -2.14, *P *= 0.027) and "immune response" (GO:0006955, *Z *= -2.037, *P *= 0.043) compared with OS-vulnerable neurons. These results are not shown in Table 1 as only GO terms with positive *Z *scores are included in that table. 

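Of 10 genes of an immune and defense list that passed the signal filter over the 10 arrays, *Irf3*, a transcription factor of the antiviral response, was higher in VUL neurons (log2 difference 0.59, standard error 0.18, adjusted p = 0.0304 from limma) and the chemokine *Cxcl12* was lower (-1.11, 0.23, 0.00497), also when adjusted over the list alone. The mean of the list was -0.12 (camera adjusted p = 0.471). Over all 12 arrays as labelled, 0 of 10 passed in limma and 3 were lower at an unadjusted p under 0.05 (1 adjusted over the list alone), with a mean of -0.31 (camera adjusted p = 0.0106, adjusted p = 0.145 with an estimated correlation).
Of 4 microglia markers, 0 passed in limma over the 10 arrays or as labelled, and 0 were past an unadjusted p under 0.05 as labelled. Their mean was -0.33 (camera adjusted p = 0.322) over the 10 arrays and -0.43 (camera adjusted p = 0.0137, adjusted p = 0.442 with an estimated correlation) as labelled. The paper's values for these categories come from the MAPPFinder tool, which was not run here.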

The negative *Z *scores associated with the GO terms "defense response" and "immune response" might indicate that either the genes in these two categories were down-regulated in resistant neurons or they were more highly expressed in vulnerable neurons.

To explore further the biological significance of differences in gene expression between OS-vulnerable and OS-resistant neurons, the patterns of differential gene expression were analyzed to determine the role of such genes in defined biological pathways. Using a statistical model similar to the GO analysis, biological pathway analysis assembles genes (or their corresponding proteins) into categories of functions that fit certain biological tasks or processes. Our analysis covered nearly all the currently known biological pathways deposited in various databases, including the Kyoto Encyclopedia of Genes and Genomes (KEGG) [36], BioCarta [37] and GenMAPP [38]. Although this approach is different from that of the IPA and GO analyses, the results of pathway analysis (Table 2) showed substantial agreement with those of IPA and GO analyses.

**Table 2:** Biological pathways significantly enriched with differentially expressed genes

**Biological pathways**	***Z *score**	**Permute *P***	**Associated Genes**
For genes expressed at higher levels in neurons vulnerable to OS			

mRNA processing reactome	5.708	0	*Cugbp1, Dhx16, Hnrpa1, Hnrpa3, Hnrph1, Hnrpu, Mettl3, Nsep1, Rnpc2, Sfrs3, Sf3b1*
Pyrimidine metabolism	3.921	0.008	*Nt5e, Pold1, Tyms*
Alanine and aspartate metabolism	3.265	0.021	*Gpt1, Got2*

**For genes expressed at higher levels in neurons resistant to OS**			

MAPK cascade	6.016	0	*Araf, Hras, Map2k1, Mapk1, Mapk10, Mbp, Jun*
Citrate (or TCA) cycle	3.897	0.006	*Acly, Idh1, Idh3a*
Regulation of actin cytoskeleton	2.524	0.014	*Enah, Fgf13, Fgfr2, Chrm3, Gna12, Hras, Map2k1, Mapk1, Pak3, Pip5k1c, Slc9a1*
Prostaglandin synthesis regulation	3.315	0.015	*Anxa4, Anxa5, Anxa6, Ptgs2, Hpgd*
Wnt signaling	2.882	0.020	*Ccnd2, Jun, Mapk10, Prkce, Wnt2b*
Insulin signaling	2.136	0.035	*Cap1, Gyg1, Hras, Igf1r, Jun, Map2k1, Mapk1, Mapk10, Pten, Sgk*
G protein signaling	2.154	0.041	*Akap13, Akap6, Gna12, Gng8, Hras1, Prkce, Slc9a1*

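*Acly*, the cytosolic ATP citrate lyase, was lower in VUL than in RES neurons by a log2 difference of -0.96 (standard error 0.15, adjusted p = 0.000936 from limma) over the 10 arrays, and *Idh1* and *Idh3a*, isocitrate dehydrogenases, were lower too, which makes 3 of the 3 citrate cycle genes of Table 2 (3 adjusted over the list alone). As labelled, 0 of these 3 passed in limma and 0 were past an unadjusted p under 0.05. The 3 pyrimidine metabolism genes of Table 2 lay below the signal filter, *Pold1* and *Tyms* among them. Both lists were chosen on these samples, so their direction is not independent evidence.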

The pyrimidine metabolism pathway, enriched with genes expressed more highly in OS-vulnerable compared with OS-resistant neurons, and the citrate (or TCA) cycle biological pathway, enriched with genes more highly expressed in OS-resistant than OS-vulnerable neurons corresponded, to some extent, to the theme of DNA damage/repair and energy derivation/carbohydrate metabolism shown in Fig 6 and table 1. The biological pathway analyses, however, revealed some new pathways, such as the alanine/aspartate metabolism pathway that was enriched with genes more highly expressed in OS-vulnerable *vs*. OS-resistant neurons, and the signal transduction, prostaglandin synthesis, and actin cytoskeleton regulation pathways that were enriched with genes expressed more highly in OS-resistant *vs*. 

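*Gpt1* (now *Gpt*), alanine aminotransferase, was higher in VUL than in RES neurons by a log2 difference of 0.93 (standard error 0.21, adjusted p = 0.00776 from limma) over the 10 arrays and of 0.34 (0.45) as labelled. In prostaglandin synthesis, *Ptgs2*, the inducible cyclooxygenase, had -1.01 (0.23, 0.00855) over the 10 arrays and -0.09 as labelled, and 3 of the 3 tested genes of this pathway were lower in VUL neurons. *Hpgd*, which breaks prostaglandins down, lay below the filter, with -1.06 (0.28, 0.108) over the 10 arrays, where it passed with a filter on at least 3 arrays (adjusted p = 0.014), and 0.77 (1.32, 0.946) as labelled. All 7 tested genes of the actin cytoskeleton list were lower over the 10 arrays, led by *Fgf13*, with the lipid kinase *Pip5k1c* at -0.88, the kinase *Pak3* at -0.84 and the muscarinic receptor *Chrm3* at -0.80. Counts adjusted over the list alone were equal to these. As labelled, 0 genes of these lists passed in limma, and 0, 0 and 2 of the alanine and aspartate, prostaglandin and actin lists were lower at an unadjusted p under 0.05. The study chose these lists on the same samples, which are thus not independent evidence of direction.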

OS-vulnerable neurons (Table 2). The signal transduction pathways included the MAPK cascade, Wnt signaling, insulin signaling, and G-protein signaling pathways. 

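Signaling genes higher in RES neurons over the 10 arrays included *Ccnd2* of Wnt signaling, *Gyg1*, a primer of glycogen synthesis, at a log2 difference of -1.35 (standard error 0.16, adjusted p = 0.000129 from limma), the kinase *Sgk1* at -1.20, the transcription factor *Jun* at -1.04, *Akap13*, an anchoring protein, at -0.98 and the G protein subunit *Gna12* at -0.77. Of the tested genes of Table 2, 3 of 4 of the MAPK cascade, 2 of 3 of Wnt, 4 of 5 of insulin and 2 of 3 of G protein signaling were lower in VUL neurons, equally when adjusted over the list alone. With the arrays as labelled, 0 of these passed in limma and 2, 1, 1 and 1 were lower at an unadjusted p under 0.05. These genes were chosen on the same samples and are not independent evidence of direction.
In a wider MAPK list, *Fos* was higher at 1.13, with *Dusp5*, a phosphatase of these kinases, at 0.70, while *Jun*, *Mapk8* (-0.69) and *Map2k1* (-0.61) were lower. In all there were 3 higher and 4 lower of 18 tested (3 and 4 adjusted over the list alone), with a mean of -0.04 (camera adjusted p = 0.657). With the 2 labels exchanged, chosen after seeing the data, *Mapk8* and *Map2k1* no longer passed, while *Mapk14* (0.60) and *Dusp6* (-0.76) did. In the arrangement as labelled, 0 of 19 passed in limma, 1 was higher and 2 were lower at an unadjusted p under 0.05, and the mean was -0.04 (camera adjusted p = 0.184).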

Some of the genes in the biological pathways listed in table 2 may also be involved in cell signaling and may have a neuroprotective function, for example, the annexin IV (*Anxa4*), annexin V (*Anxa5*), and annexin VI (*Anxa6*) genes [39-41].

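The annexins, which bind membrane phospholipids when calcium is present, were lower in VUL than in RES neurons over the 10 arrays. *Anxa5* had a log2 difference of -1.08 (standard error 0.34, adjusted p = 0.0357 from limma) and *Anxa6* of -0.59 (0.17, 0.0224). *Anxa4* lay below the signal filter and had -2.85 (0.27, 0.013) in the fit without it, with signals of 73.57 ± 23.2 (SD, n = 3) in CA1 against 416.5 ± 70.1 (n = 2) in CA3, and 264.8 ± 171 (n = 2) in CbG against 2287 ± 537 (n = 3) in CTX. As labelled, *Anxa4* had -2.35 (0.42, 0.206), *Anxa5* -0.68 (0.44, 0.705) and *Anxa6* -0.16 (0.33, 0.936). Around the 10 arrays, *Anxa5* passed in 7 of 22 other settings (largest adjusted p 0.252) and *Anxa6* in 12 of 23 (0.156; 13 by the adjusted p alone), both largest values coming from the fit without the signal filter.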

Pathway analysis identified four genes belonging to the protein ubiquitination pathway as expressed more highly in OS-vulnerable than OS-resistant neurons. This pathway did not reach statistical significance due to the large number of genes involved. Nevertheless, the four genes whose expression was high in OS-sensitive neurons, *Usp1 *(ubiquitin specific peptidase 1, VUL/RES = 10.08, *P *= 0.029; VUL: vulnerable group [CbG + CA1], RES: resistant group [Cortex + CA3]), *Usp3 *(ubiquitin specific peptidase 3, VUL/RES = 4.63, *P *= 0.040), *Usp48 *(ubiquitin specific peptidase 48, VUL/RES = 1.63, *P *= 0.001) and *Ube2e2 *(ubiquitin-conjugating enzyme E2E 2, VUL/RES = 1.54, *P *= 0.049), may be indicators of high stress in vulnerable neurons.

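The deubiquitinating enzymes *Usp1*, which acts in DNA repair, and *Usp3*, which acts on histones, were higher in VUL neurons over the 10 arrays, as was *Usp48* in 1 of its 2 probe sets, while the conjugating enzyme *Ube2e2* was not told apart from 0. *Usp1* had a VUL/RES ratio of 3.06 (log2 difference 1.61, standard error 0.21, adjusted p = 0.000278 from limma), with a signal of 559.5 ± 103 (SD, n = 3) in CA1, 215.4 ± 96.9 (n = 2) in CA3, 1746 ± 265 (n = 2) in CbG and 539.4 ± 83.3 (n = 3) in CTX. *Usp3* had a ratio of 3.82 (1.93, 0.17, 1.27e-05), with 339.9 ± 72 in CA1, 171.8 ± 5.87 in CA3, 1303 ± 275 in CbG and 186.6 ± 44.6 in CTX. *Usp48* had a log2 difference of 0.71 (0.17, 0.0104) in that probe set, and in the one with the higher signal a ratio of 1.21 (0.27, 0.18, 0.3). The ratio of *Ube2e2* was 1.31 (0.39, 0.15, 0.0788). As labelled, the ratios were 1.61 for *Usp1* (0.69, 0.66, 0.821), 2.10 for *Usp3* (1.07, 0.60, 0.638), 1.20 for this last probe set of *Usp48* (0.27, 0.18, 0.728) and 1.42 for *Ube2e2* (0.50, 0.16, 0.285).
Ubiquitin genes as a group did not lean to either side. Of 48 genes of ubiquitin conjugation and removal, 2 were higher and 1 was lower in VUL neurons over the 10 arrays (2 and 1 adjusted over the list alone). The lower one was *Uchl1*, an abundant neuronal hydrolase, at -1.64 (0.18, 6.73e-05). The mean was 0.06 (camera adjusted p = 0.725). Over all 12 arrays as labelled, 0 of 49 passed in limma and 2 were higher at an unadjusted p under 0.05, with a mean of 0.14 (camera adjusted p = 0.164).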

The biological function of energy generation was populated by genes expressed more highly in OS-resistant than OS-vulnerable neurons. We performed gene networking analyses on genes related to cell energy generation using information from currently available literature data [see Additional file 2]. This *in silico *network construct identified several of the energy-generating genes in the network that were expressed more highly in neurons from regions resistant to OS. These genes included *Eno1*, *Idh1*, *Idh3a*, *Ldha*, *Me1*, and *Pfkp*. 

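Each of the 6 genes was lower in VUL than in RES neurons over the 10 arrays. The log2 difference was -1.13 (standard error 0.19, adjusted p = 0.00113 from limma) for *Ldha*, lactate dehydrogenase A, -1.22 (0.16, 0.000216) for *Me1*, -0.90 (0.17, 0.00253) for *Pfkp*, a phosphofructokinase, -0.85 (0.14, 0.00144) for the enolase *Eno1*, -0.62 (0.15, 0.0103) for *Idh1* and -0.61 (0.14, 0.00833) for *Idh3a*. CA3 had the highest mean signal of the 4 regions for 4 of them, *Ldha* at 7922 ± 856 (SD, n = 2), *Eno1* at 6326 ± 43.3, *Me1* at 1709 ± 100 and *Idh3a* at 2058 ± 113, against 4315 ± 939 (SD, n = 3), 2927 ± 200, 645.9 ± 63.5 and 1408 ± 152 in CTX. *Eno1* and *Me1* passed in 23 of 23 other settings around the 10 arrays, *Ldha* and *Pfkp* in 22, and *Idh1* and *Idh3a* in 19 (21 by the adjusted p alone). *Pfkp* and *Idh1* were highest in CTX, at 6953 ± 833 and 1942 ± 65.3. CbG had the lowest mean signal for *Ldha*, *Eno1*, *Me1*, *Idh3a* and *Idh1*, and CA1 for *Pfkp*. As labelled, the differences lay between -0.93 for *Pfkp* (0.16, 0.0861) and -0.09 for *Idh3a* (0.37, 0.969), 0 of the 6 passed in limma, and 1, *Pfkp*, was past an unadjusted p under 0.05. The 6 genes were chosen on these samples, so their common direction is not independent evidence. From the network drawn around these genes, the paper proposes a link between energy production and the energy demand of cell signaling in OS-resistant neurons.

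**Figure D5:**
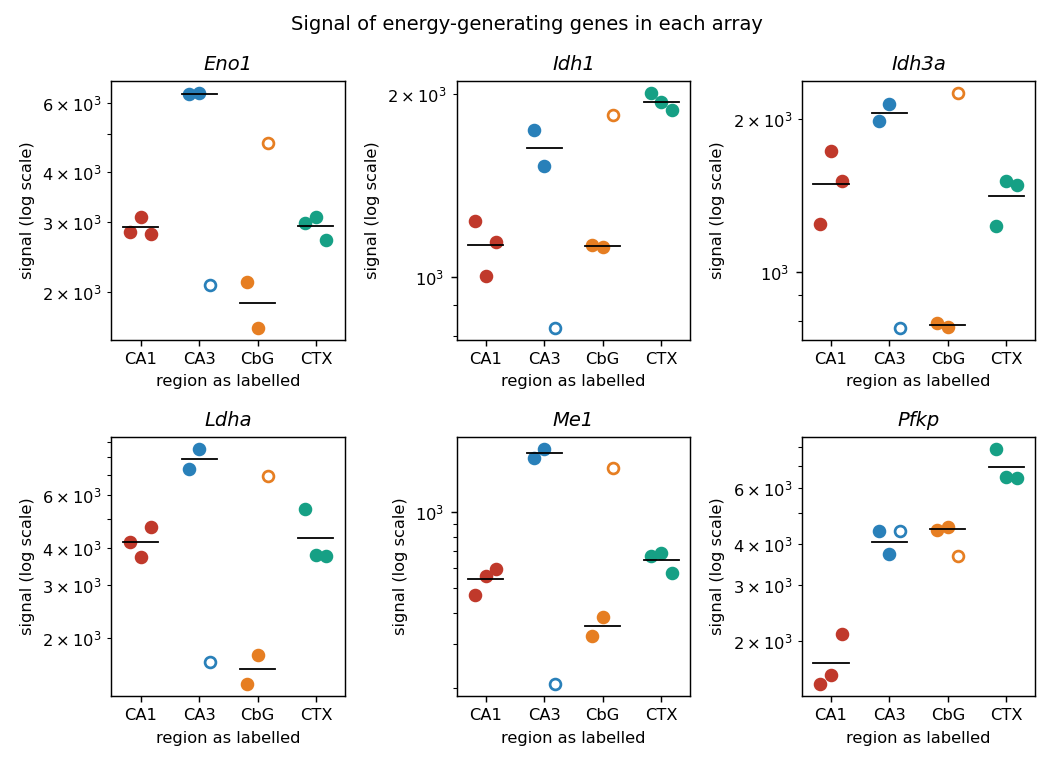
Signal (log scale) of 6 energy genes in each array, by region as labelled; filled circles are arrays, open circles are the arrays labelled CA3 replicate 3 and CbG replicate 3, and lines are the means of the other arrays of the region. For *Ldha*, the lines lie at 7922 in CA3 and 1583 in CbG.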

Genes that interact with *Eno1*, *Idh1*, *Idh3a*, *Ldha*, *Me1*, and *Pfkp *were identified by gene networking analyses and included *Cap1, Egf, Grem1 *and *Tgfb1*. 

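*Cap1*, an actin regulator, had a log2 difference of -0.57 (standard error 0.14, adjusted p = 0.0112 from limma) over the 10 arrays, which is 1.49-fold and thus just short of 1.5-fold, and of -0.00 (0.40, 0.997) as labelled. The growth factors *Egf* and *Tgfb1* and the secreted antagonist *Grem1* lay below the signal filter. Over the 10 arrays the signal of *Egf* was 47.8 in CA1, 45.1 in CA3, 105 in CbG and 89.23 in CTX, that of *Grem1* 96.63, 103.4, 9.85 and 92.9, and that of *Tgfb1* 5.93, 8.75, 3.10 and 4.50. Without the filter their differences were 0.07 (0.36, 0.945), -2.08 (0.66, 0.156) and -0.51 (0.38, 0.496) over the 10 arrays.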

The function of these five genes is related to cell development, including differentiation and proliferation, and cell-to-cell signaling and interaction. The gene network analysis suggested a link between energy production and the high energy demand for cell signaling in OS-resistant neurons. Direct experimental evidence on differential levels of energy reserves, i.e., ATP levels, in OS-vulnerable and OS-resistant neurons is presented below.

### Comparison of gene expression *vs*. protein levels of SOD1, SOD2 and GPX1

The expression of genes for cellular oxidoreductases known to protect neurons and other cells from OS, i.e., those for *Sod1*, *Sod2*, or *Gpx1*, was examined for possible differential patterns of transcriptional regulation of these enzymes. The microarray data on *Sod1*, *Gpx1*, and *Sod2 *indicated no significant differences in expression between CbG and cerebral cortical neurons. 

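Between CbG and CTX neurons as labelled, *Sod1*, the cytosolic superoxide dismutase, had signals of 4818 ± 512 and 4835 ± 396 (SD, n = 3 each), with a log2 difference of 0.17 (standard error 0.21, adjusted p = 0.736 from limma). *Gpx1*, a glutathione peroxidase, had 979.8 ± 333 and 1352 ± 237 with a difference of -0.32 (0.37, 0.713). *Sod2*, the mitochondrial superoxide dismutase, had 403.8 ± 113 and 452.3 ± 112 with a difference of 0.00 (0.29, 0.998). Without the 2 arrays the differences were 0.14 (0.23, 0.686) for *Sod1*, -0.13 (0.26, 0.747) for *Gpx1* and -0.04 (0.30, 0.944) for *Sod2*, so that 0 of the 3 passed in limma in either arrangement.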

The lack of differential expression of the genes for *Sod1 *and *Gpx1 *was anticipated based on the lack of any differences in SOD1 and GPX1 protein levels between CbG and cerebral cortical neurons in culture in the absence of added OS stimuli. But, whereas the protein levels of SOD2 were 2.5 times higher in CbG compared with cerebral cortical neurons in cultures without the added stimulus of paraquat-induced OS, the *Sod2 *gene levels were only marginally higher in OS-vulnerable compared with OS-resistant neurons captured from fresh brain sections by LCM (VUL/RES = 1.16, *P *= 0.063). Thus, the higher protein expression levels of SOD2 in CbG neurons in culture might have been the result of exposure of primary neurons to the increased O_2 _tension in culture.

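The VUL/RES ratio of *Sod2* was 0.938 (log2 difference -0.09, standard error 0.21, adjusted p = 0.938 from limma) over the 12 arrays as labelled and 0.874 (-0.19, 0.20, 0.522) over the 10 arrays. The differences between CA1 and CA3 were -0.19 (0.29, 0.879) and -0.35 (0.30, 0.52). For *Sod1* and *Gpx1* the group differences over the 10 arrays were -0.06 (0.15, 0.81) and -0.30 (0.17, 0.226).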

### Confirmation of GeneChip data with real-time quantitative PCR

The results of the microarray analyses were validated by real-time quantitative PCR (qPCR) measurements of the expression of select genes. These genes were: *Nefl*, neurofilament, light polypeptide; *Tf*, transferrin; *Mt1a*, metallothionein 1a; and *Nfe2l2 *(or *Nrf2*), nuclear factor, erythroid derived 2, like 2. 

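*Tf*, the iron carrier transferrin, which oligodendrocytes make in brain, was lower in VUL than in RES neurons over the 10 arrays, with a VUL/RES ratio of 0.430 (log2 difference -1.22, standard error 0.27, adjusted p = 0.00683 from limma). Its signal was 476.4 ± 292 (SD, n = 3) in CA1, 932.8 ± 225 (n = 2) in CA3, 1610 ± 480 (n = 2) in CbG and 4219 ± 485 (n = 3) in CTX. As labelled, the ratio of *Tf* was 0.344 (-1.54, 0.35, 0.169). The probe set is annotated to *Tf* and 1 other gene and was taken from Additional file 1.
*Nfe2l2*, the antioxidant regulator Nrf2, and the metallothionein *Mt1a* lay below the signal filter. *Nfe2l2* had a ratio of 2.08 without the filter over the 10 arrays (1.06, 0.47, 0.277), with 89.97 ± 30.2 in CA1, 72.45 ± 75 in CA3, 679 ± 0.0707 in CbG and 300.1 ± 74.5 in CTX, and a log2 difference of 0.04 (0.81, 0.997) as labelled. *Mt1a* had a ratio of 1.12 (0.17, 0.69, 0.924) over the 10 arrays and a log2 difference of -0.05 (0.66, 0.993) as labelled.

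**Figure D6:**
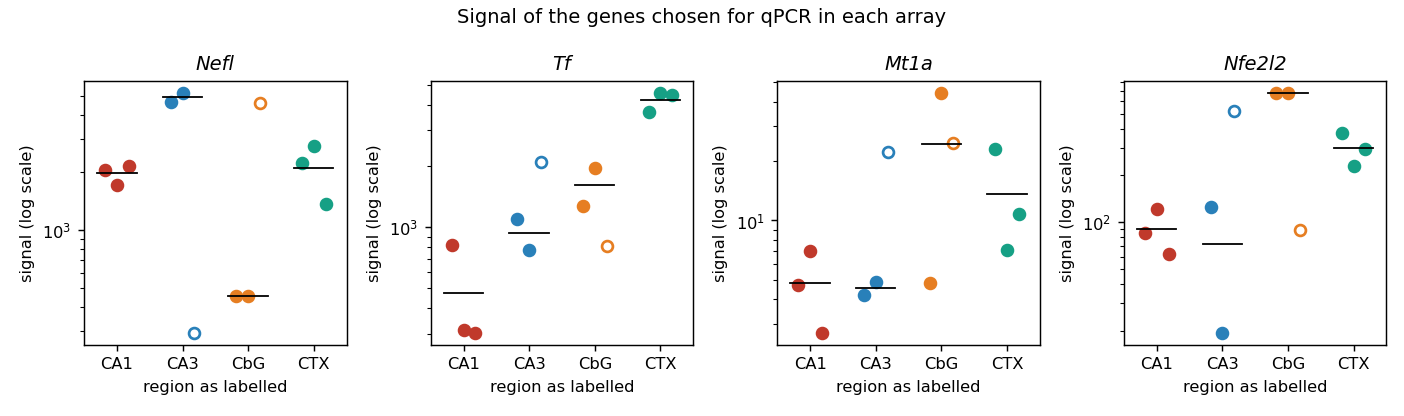
Signal (log scale) of the 4 genes measured by qPCR in each array, by region as labelled; filled circles are arrays, open circles are the arrays labelled CA3 replicate 3 and CbG replicate 3, and lines are the means of the other arrays of the region. For *Tf* the line of CTX lies at 4219, above those of CA1 at 476.4 and CA3 at 932.8.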

The selection of these genes was based on two criteria: 1) their expression profiles were representative of most genes on the array in terms of the range of transcript abundance levels and expression ratios between VUL and RES neurons; and 2) the genes were considered important in terms of differential vulnerability of cells to OS [20]. For all selected genes, the qPCR data confirmed the relative expression ratios in VUL *vs*. RES neurons (Fig. 7). Among the four genes, three (*Mt1a*, *Nfe2l2*, and *Tf*) showed similar ratios of expression as determined by microarray and qPCR. 

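*Nefl*, the light neurofilament subunit of axons, was lower in VUL than in RES neurons over the 10 arrays, with a VUL/RES ratio of 0.309 (log2 difference -1.69, standard error 0.20, adjusted p = 0.000129 from limma). The signal of *Nefl* was 1982 ± 223 (SD, n = 3) in CA1 against 4918 ± 364 (n = 2) in CA3, and 453.5 ± 1.41 (n = 2) in CbG against 2116 ± 705 (n = 3) in CTX. As labelled the ratio was 0.745 (-0.42, 0.87, 0.934), since the means and spreads became 3377 ± 2680 (SD, n = 3) in CA3 and 1836 ± 2400 in CbG.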

For *Nefl*, the array analysis showed a ratio of 0.30 (VUL/RES) whereas the ratio estimated by qPCR indicated only slightly lower expression in VUL as compared with RES neurons (VUL/RES = 0.89). This difference might have been due to the fact that the targeted gene regions for detection by the two approaches were different. The GeneChip probe set targeted the last exon (exon 4) of *Nefl*, while the qPCR analysis, because of constraints in primer design, targeted exons 1–2. Despite this difference, the patterns of expression of the four genes estimated by qPCR were consistent with those estimated by microarray analyses.

**Figure 7:**
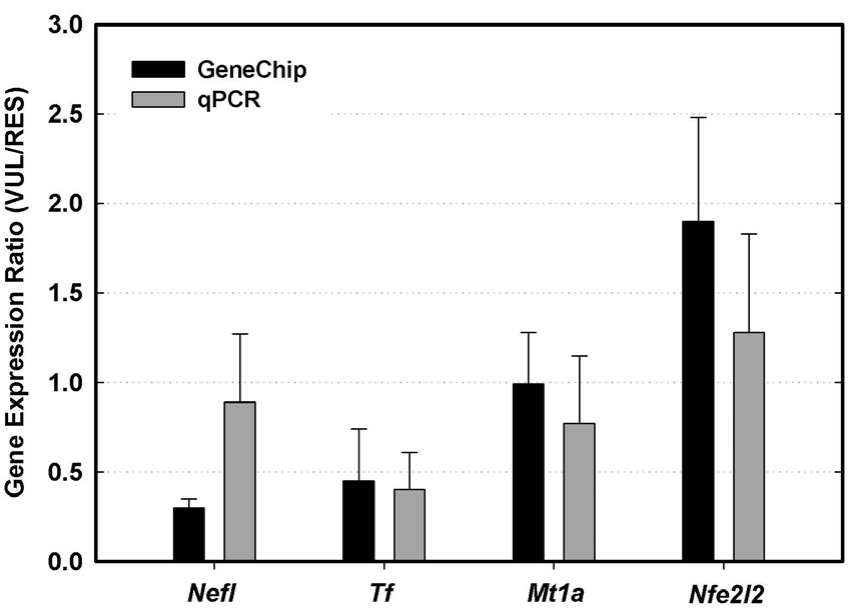
**Validation of microarray data by real-time qPCR**. Shown are the average ratios (± SEM, n = 3) of expression of the genes *Mt1a*, *Nefl*, *Nfe2l2*, and *Tf*, in VUL *vs*. RES neurons as measured by GeneChip and qPCR. The qPCR measurements are not significantly different from the GeneChip data (*P *values range: 0.199 – 0.896).

### Comparative levels of ATP generation in CbG and cortical neurons in primary cultures

The results of genomic analyses indicated that neurons vulnerable to OS had a lower expression of genes involved in energy generation. To determine if this would be true in neurons maintained in culture, we measured the levels of ATP in primary CbG and cerebral cortical neurons, both before and after OS induction. The ATP levels of CbG neurons under basal conditions were approximately 25% lower than those of cerebral cortical neurons, but this difference was not statistically significant. However, when exposed to OS, ATP levels in both cell types dropped, but they did so more precipitously and significantly in CbG than cortical neurons (Fig. 8). Two-way ANOVA on the combined data of all paraquat concentrations showed that, overall, CbG neurons had significantly lower ATP levels than cortical neurons (*df *= 1, *F *= 16.677, *P *< 0.001). In addition, the ANOVA results demonstrated that paraquat had a significant effect on ATP levels (*df *= 3, *F *= 9.513, *P *< 0.001). To explore further the relationship between OS and ATP levels in these two populations of neurons, we measured changes in the levels of ATP in CbG and cortical neurons under two different levels of O_2 _tension (5% and 20% O_2_). While the ATP levels in cerebral cortical neurons were not significantly altered by growing them for 7 and 14 DIV under 20% O_2 _tension, the levels dropped to significantly lower values (*P *< 0.05) in neurons maintained for 21 DIV under high O_2 _tension when compared with those maintained under 5% O_2 _(data not shown). CbG neurons were more sensitive to the different levels of oxygen and showed significant decreases in ATP levels at both 14 and 21 DIV for cells exposed to 20% O_2 _tension compared with those maintained at 5% O_2 _(*P *< 0.05 and *P *< 0.01 for 14 and 21 DIV neurons, respectively; data not shown). Two-way ANOVA on combined data of cerebral cortical and CbG neurons demonstrated, once again, that cerebral cortical neurons had significantly more ATP than CbG neurons (*df *= 1, *F *= 12.089, *P *= 0.001).

**Figure 8:**
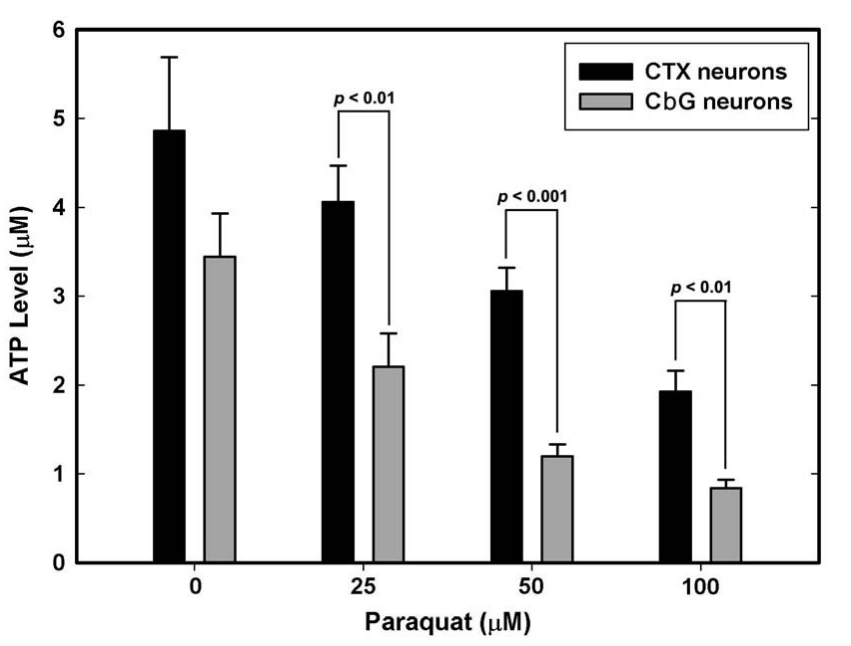
**Differential levels of ATP and the effect of paraquat on these levels in CTX and CbG neurons**. Data represent the mean (± SEM) of ATP levels from 8 experiments. The *P *values for the indicated comparisons (*t*-test) are shown.

## Discussion

Differential sensitivity of neurons to OS was shown in the present study to be a property of four different neuronal populations, hippocampal pyramidal neurons from two adjacent regions, CA1 and CA3, and neurons from two distant regions of the brain, CbG and cerebral cortex neurons. Selective neuronal vulnerability has been observed in many previous studies in association with neurodegenerative diseases, such as Alzheimer's disease that affects primarily neurons in the cerebral cortex, hippocampus and amygdala [42,43], Parkinson's disease that is associated with the death of dopaminergic neurons of the substantia nigra [44], and amyotrophic lateral sclerosis that is related to degeneration of cortical, brain stem and, especially, spinal motor neurons [45]. In addition, within a single brain region, such as the human or rodent hippocampus, selective vulnerability of CA1 *vs*. CA3 neurons has been observed following episodes of global cerebral ischemia [11,46], early phases of Alzheimer's disease [47], chronic epileptic seizures [48], and OS [5,20]. OS is a common denominator among these various adverse conditions. For this reason, in the present study, as well as in our previous studies, we focused on the selective vulnerability of neurons to OS.

There are only a few studies that have compared the sensitivity of CbG to cerebral cortical neurons. Oxygen and glucose deprivation followed by re-oxygenation revealed a much greater susceptibility of CbG than cerebral cortical primary neurons to these stressful conditions, and the same is true for the toxicity induced by methyl-mercury treatment of primary neurons [49,50]. Oxygen and glucose deprivation also caused greater suppression of ATP levels in CbG than cortical cells. The effects of these manipulations were attributed to a higher sensitivity of CbG neurons to OS as compared with cerebral cortical cells. For example, methyl mercury exposure leads to the generation of higher levels of intracellular ROS in CbG than in cortical neurons [49] and ischemia/re-oxygenation is known to produce OS. Based on the observations made in the present study with primary neuronal and organotypic slice cultures, as well as those in the studies cited above, there appears to be marked differential susceptibility of CbG and cerebral cortical neurons to OS. In the present study, we found that CbG neurons exhibited significantly lower viability in primary cultures than cerebral cortical neurons, even prior to OS treatment. The difference in neuronal viability between the two populations of neurons might have been related to an intrinsically high stress response of CbG neurons. Nevertheless, the lower survival rate of CbG neurons even in the absence of OS was not viewed as an invalidation of the findings that CbG neurons were more vulnerable to OS than cortical neurons. The differential vulnerability of CbG neurons to OS induced by paraquat when compared with that of cortical neurons was demonstrated by the fact that the rate of cell loss was greater in CbG than cerebral cortical neurons at every paraquat concentration to which the neurons were exposed (Fig. 1A).

The differences in responses to OS between CbG and cerebral cortical neurons were observed under strong conditions of OS, such as exposure to paraquat (present study), treatment with methyl mercury [49], or exposure to oxygen-glucose deprivation and re-oxygenation [50], as well as under milder stimuli of OS, i.e., growth of neurons under 20% O_2 _tension. All previous studies comparing relative CbG and cortical neuron susceptibility to OS were performed with neuronal cultures maintained under ambient atmospheric, i.e., 20% O_2 _tension [49,50]. But, as we showed in the present study, exposure of CbG neurons, in particular, to this level of O_2 _tension produces cellular OS that leads to reduced survival of neurons in culture. Future studies examining differences in responses to OS and the molecular processes that determine differential sensitivities to OS, should be performed with neurons that were grown under low O_2 _tension.

Since OS plays an important role in the aging process, the study of the fate of CbG neurons during the aging process might be viewed as a model of possible selective vulnerability of these neurons to OS. There is evidence that the cerebellum granule cell layer undergoes both a loss of CbG neurons as well as degenerative changes in their structure as a result of aging. Stereological studies of human cerebellum have shown that the number of CbG neurons is significantly decreased (around 40%) in aged individuals [51,52]. Moreover, there is a notable diminution of cell volume, axons and synapses in the remaining neurons [52]. A similar trend has been observed in other mammalian brains as well [53] and such cell losses and structural changes may be related to the poor motor coordination, impaired motor learning, and loss of muscular tone that occur with advancing age.

Our initial studies of protein expression levels in CbG and cerebral cortical neurons in culture failed to identify a causal relationship between enzyme levels for cellular oxidoreductases and CbG neuron susceptibility to OS. Specifically, CbG neurons expressed higher levels of SOD2 and GPX1 than cerebral cortical neurons did in response to increases in OS, yet CbG cells were not better protected from OS. Whatever molecular differences exist between these two types of neurons to account for their differential vulnerability to OS, the differences could not be overcome by the greater increases in OS-induced SOD2 and GPX1 levels in CbG neurons. These results indicate that it is the expression of genes and gene products other than general oxidoreductases that impart either enhanced susceptibility of CbG cells or increased resistance of cortical neurons to OS. If this interpretation is valid, then other populations of OS-vulnerable and OS-resistant neurons, such as the CA1 and CA3 neurons of the hippocampus, might exhibit some patterns of gene expression that are similar to those of CbG and cortical neurons.

The transcriptomic analyses performed on CbG, CA1, CA3 and cerebral cortical neurons that were captured from brain sections under basal conditions, revealed that each neuronal population expressed distinguishable clusters of genes. Nevertheless, by combining the gene expression patterns of neurons that were shown to be vulnerable to OS and comparing these patterns to those of neurons that were resistant to OS, we were able to identify key biological functions, GO categories and pathways that characterized vulnerable *vs*. resistant neurons. Importantly, these differential patterns of gene expression represented endogenous neuronal differences, not differences brought about by exposure of these populations of neurons to any form of OS. The key differences could be summarized as follows. Neurons that are OS-vulnerable expressed higher levels than did neurons resistant to OS of genes involved in cell stress defense, suppression of transcriptional activity, repair of DNA damage, control of cell cycling, steroid receptor signaling, and maintenance of intra-endoplasmic reticulum reducing conditions and Ca^2+ ^levels. On the other hand, OS-resistant neurons expressed more highly than OS-vulnerable neurons genes related to neurotransmission, action potential conduction, signal transduction, and energy generation.

In our previous study of differential responses of CA1 and CA3 neurons to OS, we observed that during the course of exposure of neurons to OS, CA1 neurons had consistently higher expression than CA3 neurons of genes in the categories of stress/inflammatory response, transition metal transport, ferroxidase, and presynaptic signaling activity [21]. On the other hand, CA3 neurons had higher expression than CA1 neurons of genes in the categories of GABA signaling, postsynaptic signaling, and calcium and potassium channel activity [21]. The main goal of the present study was to probe for intrinsic, rather than OS-induced, biochemical and transcriptional differences between vulnerable (CA1 + CbG) and resistant (CA3 + cortical) neurons from four brain regions. Unlike the previous study of transcriptomic analysis of CA1 and CA3 neurons, there was no OS applied to the neurons sampled for the transcriptomic analyses, the analyses were extended to neurons from other regions with differential sensitivities to OS, and the neurons were captured from brain sections as proximal to the *in vivo *condition as possible. Nevertheless, despite the differences between the conduct of the two studies, some of the findings from the current study were in accordance with the results from the previous study. In the GO analysis, sensitive neurons had higher transcriptional activity than resistant neurons of stress response genes; resistant neurons had relatively higher expression of genes related to signal transduction and neurotransmission than vulnerable neurons. This consistency indicated that these key transcriptional differences are potentially good markers in differentiating neurons that are vulnerable to OS from those that are resistant. At the level of differences in expression of single genes, of the 31 genes that were more highly expressed in CA3 than CA1 during induction of OS, 18 were genes that were also expressed at significantly higher levels in the OS-resistant *vs*. OS-vulnerable neurons in the present study (the known genes are listed in Table 3). 

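Of the 11 known genes of Table 3, 10 passed the signal filter, and all 10 were lower in VUL than in RES neurons over the 10 arrays (10 adjusted over the list alone). *Mbp*, a myelin protein, had a RES/VUL ratio of 2.60 (log2 difference of VUL minus RES -1.38, standard error 0.20, adjusted p = 0.000484 from limma), with signals of 2457 in CA1, 6123 in CA3, 5589 in CbG and 15410 in CTX. *Mag*, another myelin protein, had 1.58 (-0.66, 0.19, 0.0264), which passed in 12 of 21 other settings around the 10 arrays (13 by the adjusted p alone), and *Fgf13*, an intracellular modulator of sodium channels, had 2.25 (-1.17, 0.15, 0.000228). As labelled, 0 of the 10 passed in limma and 2 were past an unadjusted p under 0.05, with ratios of 2.64 for *Mbp* (-1.40, 0.20, 0.0699), 1.75 for *Mag* (-0.81, 0.21, 0.226) and 1.18 for *Fgf13*. With the 2 labels exchanged, chosen after seeing the data, 9 of the 10 passed, and *Opcml* fell short of 1.5-fold at a RES/VUL ratio of 1.43. Table 3 holds genes chosen on these samples, so their direction is not independent evidence, and the arrays of the earlier study were not analysed here.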

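*Ncald*, the calcium sensor neurocalcin, had a RES/VUL ratio of 11.6 over the 10 arrays (log2 difference of VUL minus RES -3.54, standard error 0.18), with signals of 932.7 in CA1, 4660 in CA3, 220.9 in CbG and 5814 in CTX. *Cacna2d3*, an auxiliary subunit of calcium channels, had 2.99 (-1.58, 0.19, 0.000134), *Rab15*, a regulator of endocytic recycling, 2.49 (-1.32, 0.17, 0.000206), *Cadps*, which primes dense core vesicles, 1.88 (-0.91, 0.15, 0.00133) and *Opcml*, a cell adhesion molecule, 1.57 (-0.65, 0.14, 0.00629), each with an adjusted p from limma as the last value. The ratio of *Gabra5* was 4.88, and it turned to 0.902 as labelled (0.15, 1.68, 0.989), where the array labelled CA3 replicate 3 held a signal of 9.8. *Pllp*, a myelin protein, lay below the filter, with 1.60 over the 10 arrays (-0.68, 0.24, 0.185; adjusted p = 0.0449 with a filter on at least 3 arrays) and a log2 difference of -1.05 (0.33, 0.499) as labelled. As labelled, the ratios were 4.25 for *Ncald*, 1.25 for *Cacna2d3*, 1.33 for *Rab15*, 1.33 for *Cadps* and 1.11 for *Opcml*.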

Included among these genes were (also listed in Additional file 1): *Nefl*, neurofilament light polypeptide; *Gabra5*, γ-aminobutyric acid receptor 5 α; *Rab15*, member of *Ras *oncogene family; *Opcml*, opioid binding protein/cell adhesion molecule-like; *Pllp*, plasma membrane proteolipid; *Cadps*, Ca^2+^-dependent secretion activator; *Ncald*, neurocalcin δ; and *Cacna2d3*, calcium channel (voltage gated) α2/δ3 subunit.

**Table 3:** Currently known genes that were more highly expressed in resistant than vulnerable neurons in both the present and previous study [21]

**Affymetrix_ID**	**Gene Symbol**	**Description**	**Fold Difference (RES/VUL)^a^**	***t*-Test *P *Value^b^**
1372953_at	*Ncald*	neurocalcin delta	7.90	3.79E-04

1370058_at	*Nefl*	neurofilament, light polypeptide	3.28	9.53E-04

1390358_at	*Cacna2d3*	calcium channel, voltage-dependent, alpha 2/delta 3 subunit	2.91	0.019

1368810_a_at	*Mbp*	myelin basic protein	2.33	0.011

1373646_at	*Rab15*	RAB15, member RAS onocogene family	2.17	2.22E-03

1371057_at	*Gabra5*	gamma-aminobutyric acid (GABA-A) receptor, subunit alpha 5	2.14	0.019

1368114_at	*Fgf13*	fibroblast growth factor 13	2.13	1.26E-03

1368523_at	*Cadps*	Ca2+-dependent secretion activator	1.86	3.31E-03

1386943_at	*Pllp*	plasma membrane proteolipid	1.59	0.025

1368861_a_at	*Mag*	myelin-associated glycoprotein	1.56	0.024

1387961_at	*Opcml*	opioid binding protein/cell adhesion molecule-like	1.50	4.37E-04

^a,b ^– Calculations based on data from this study. Since the previous study [21] was a time-course study, no corresponding data were available.

Some of the pronounced findings (higher stress and lower energy production in vulnerable neurons) generated from the present study of functional genomics, were directly supported by traditional biochemical data. In our previous reports, we demonstrated the existence of higher intrinsic stress and inflammatory response in the vulnerable CA1 neurons [20,21]. The *in vitro *measurement of basal superoxide generation in the hippocampal CA1 and CA3 regions showed that the vulnerable CA1 neurons generated more superoxide than the resistant CA3 neurons. In the present report, the *in vitro *measurements of ATP levels in CbG and cerebral cortical neurons in culture confirmed the differential levels of energy generation in these two cell populations.

Furthermore, these studies confirmed previous observations that the depletion of ATP stores in CbG neurons is much greater than that in cerebral cortical neurons upon exposure to OS [50]. To survive stressful conditions, neurons would need readily available sources of energy, mostly in the form of ATP. ATP is needed for repair or replenishment of damaged cellular components, such as DNA and proteins, and for re-establishing ionic gradients. Studies on the selectively vulnerable dopamine neurons of the substantia nigra indicate that lower ATP production and higher OS may be consequences of mitochondrial dysfunction [54]. Mitochondrial complex I activity in neurons of the substantia nigra obtained from patients suffering from the sporadic form of Parkinson's disease is decreased [55]. Mitochondrial complex I defects may contribute to decreases in ATP synthesis and to excesses in the production of ROS in nigra neurons. Further support for the idea that OS-vulnerable neurons may be subjected to increases in ROS formation throughout their lifespan comes from observations that mitochondria isolated from CA1 neurons of the hippocampus release more ROS than those from neurons of the CA3 region [56].

It is important to point out that four major gene expression patterns characteristic of neurons vulnerable to OS, i.e., high stress and immune responses, decreased energy generation, increased DNA repair, and reduced signal transduction, are similar to gene expression profiles that have been observed in cells from aging brain [57-62]. The increases in expression of some of these genes, for example, those related to DNA repair, have been linked to increases in OS in neurons, to aging-associated neuronal gene expression, and to DNA damage in genomic DNA of cells in the brains of aged individuals as a result of nucleotide base oxidation [60,61]. In addition to the increases in the gene categories described above, there are decreases in aging brain of genes related to neurotransmission and signal transduction [61]. The similarities in transcriptome patterns between neurons that are vulnerable to OS and those that have gone through the aging process in brain may indicate that aging-related events enrich the gene expression patterns that are seen in neurons that are vulnerable to OS. Such enrichment of gene expression may have important adaptive functions for the aging brain, such as defense against age-associated increases in OS-induced damage.

## Conclusion

Oxidative stress plays an important role in brain aging and neurodegenerative diseases but not all brain neurons are equally sensitive to OS. Those that are sensitive to OS are the first ones to suffer functional decline during aging or cell death in neurodegenerative diseases. To protect these vulnerable neurons from age- or disease-associated injury, the first step to be accomplished is to understand the molecular mechanisms that underlie the high sensitivity of certain neurons to OS. However, the molecular determinants of differential neuronal sensitivity to OS remain unknown. In this study, the integration of high-precision target neuron collection by LCM, high-throughput functional genomics, and more targeted biochemical analyses were employed to improve our understanding of SNV to OS. The study of more than one population of sensitive and resistant neurons was deliberately introduced in order to increase the confidence in the results obtained. The data provided evidence that high stress levels and low energy reserves were important predisposing factors of SNV to OS. Thus, potentially, vulnerable neurons even under normal conditions are under elevated levels of stress. The increases in OS resulting from the aging process or from the onset of a neurodegenerative disease may shift the balance between stress and cell defense mechanisms and cause these neurons to die more readily than resistant neurons. The lack of energy reserves would directly compromise the defensive responses of neurons vulnerable to OS and increase the probabilities of neuronal injury under conditions of OS. Therefore, potentially useful approaches to protecting vulnerable neurons during aging or in disease states, such as Alzheimer's disease, would be those that are focused on decreasing endogenous levels of OS, increasing energy metabolism, or enhancing some of the cell defense processes that we found to be up-regulated in vulnerable neurons.

## Methods

### Primary neuronal cultures and OS induction

Dissociated cerebral cortex and CbG neuron cultures were established as described before [63-65]. All animal procedures were performed in accordance with guidelines established by the University of Kansas IACUC. For preparations of cortical neuron cultures, the cortical lobes from 18-day old Sprague Dawley fetuses were dissected and cells dissociated by gentle trituration with trypsin and harvested by centrifugation. Cortical cells were re-suspended in fresh DMEM/F-12 with 10% fetal calf serum (FCS), plated at densities ranging from 0.3 to 3 × 10^6 ^cells/35 mm dish, coated with poly-D-lysine, and after 24 h, the FCS-containing medium was replaced by a defined medium with DMEM/F12 containing N_2 _supplements, KHCO_3 _(15 mM), and 20% glial conditioned medium. CbG neurons were prepared from 7–8 day old Sprague Dawley pups. The dissociated cells were re-suspended in Krebs-Ringer-buffered medium. They were then treated with trypsin (50 μg/ml) and subsequently trypsin inhibitor and DNase (80 μg/ml), plated at densities ranging from 0.3 to 3 × 10^6 ^cells/35 mm dish (coated as above) and maintained in basal Eagle's medium supplemented with 10% FCS, 25 mM KCl, 2 mM glutamine, and 100 μg/ml gentamicin. Growth of glial cells was inhibited by the addition of 10 μM cytosine arabinoside. These cultures were maintained at 37°C in ambient air mixed with 5% CO_2_.

OS was induced by exposing primary cortex and CbG neurons to increasing concentrations of paraquat (1,1^'^-dimethyl-4,4^'^-bipyridynium dichloride; 0–100 μM). Neurons plated at 6 × 10^5 ^cells/35 mm dish were exposed to freshly prepared paraquat added to the culture medium. After 24 h, neuronal viability was determined by the calcein AM and propidium iodide (PI) labeling method [64]. The medium was removed, replaced with 1 ml PBS containing 150 nM calcein AM and 20 μM PI for 30 min, after which the cells were rinsed with PBS and visualized in a Nikon fluorescence microscope. Viability was determined by counting the number of green (alive) and red (dead) cells. Neurons were classified as vulnerable if after treatment their survival rate dropped below 40%.

### Neuronal cultures under different O_2 _tension

To test the effects of O_2 _tension on CbG and cortical neurons, primary neuron cultures established in the same way as described above were maintained in either 5% or 20% O_2_, in 90% or 75% N_2_, respectively, and in a constant 5% CO_2 _atmosphere. Cell viability was measured by the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) reduction assay [66]. The assay was performed by incubating neuronal cultures with MTT (0.5 mg/ml) for 4 h, solubilizing the formazan crystals formed by the addition of an equal volume of 0.04 N HCl in isopropanol, sonicating the samples (2 min), and measuring the absorbance at 570 nm. Background absorbance was determined in cells pre-treated with iodoacetamide (10 mM), an inhibitor of succinate dehydrogenase.

### Biochemical analyses

For immunoblot studies, proteins were extracted from primary neurons 24 h after exposure to either paraquat or buffer. Cells were lysed in 3 mM Tris-Cl, pH 8.0, containing 10 μl/ml of a protease inhibitor cocktail (Calbiochem, San Diego, CA, USA) and the extracted proteins were separated by SDS-PAGE, transferred to PVDF membranes, and probed with antibodies to cytochrome P450 reductase (1:200) (Nventa, San Diego, CA, USA), Cu/Zn-superoxide dismutase (SOD1) (1:1000) (Chemicon, Temecula, CA, USA), Mn-SOD (SOD2, 1:1000) (Stressgen, Victoria, Canada), and glutathione peroxidase 1 (GPX1, 1:500) (Cortex Biochem, San Leandro, CA, USA). Equal amounts of protein sample were loaded into each lane of SDS-PAGE gels. Incubation with alkaline phosphatase-conjugated secondary antibody (1:1000) and color development were as described [67]. Immunoblots were scanned and densitometric analyses performed using Photoshop 5.0.

The levels of cellular ATP were measured using the ATP Determination Kit (Molecular Probes, Carlsbad, CA, USA) according to the manufacturer's instructions. The assay is based on the generation of light by the ATP-dependent reaction between luciferin and luciferase. The reaction mixture in a final volume of 100 μl contained: 25 mM Tricine buffer, pH 7.8, 0.1 mM EDTA, 0.5 mM luciferin, and 1.25 μg/ml luciferase. The reaction was initiated by the addition of 10 μl of neuronal lysate prepared from control and paraquat-treated cells, and the resultant bioluminescence (emission maximum 560 nm) measured in a luminometer. The concentration of cellular ATP was calculated by a standard curve generated using known concentrations of exogenous ATP.

### Organotypic brain slice cultures and induction of OS

Two types of brain slice preparations were employed in the studies: acute slice preparations from adult rat brains and organotypic slice cultures from newborn rats. The acute slice preparations were obtained from 3 mo-old male rats, whereas the organotypic slice cultures were established from 10-day old male rats [20,21,68]. For the organotypic cultures, slices (300 μm thick) of hippocampus, cerebellum, and cerebral frontal cortex were prepared and maintained in culture for one week in 50% MEM, 25% Hanks' balanced salt solution, and 25% heat-inactivated horse serum, plus 4.5 mg/ml glucose, 1 mM glutamine, and 20 ml/L penicillin-streptomycin. The culture medium was removed 24 h prior to treatment with paraquat and was replaced with serum-free medium. Slices were either treated with 100 μM paraquat for 1 h (OS) or buffer (controls). Neuronal death was determined at 24 h after initiation of treatment by staining with PI. PI was added to the treatment medium at a final concentration of 5 μg/ml. PI uptake was used to monitor cell death since it is excluded from live cells. Fluorescence from the PI staining was excited at 515–560 nm using a Zeiss microscope fitted with rhodamine filter. Fluorescence as well as visible-light (to visualize the whole area) images were captured, and the percentage of dead neurons was calculated. For the acute slice preparations, the slices from the same brain regions as those used for organotypic cultures were incubated in serum-free medium (described above) for 2 h to allow for recovery from the dissection. Subsequent paraquat treatment and estimation of cell death by measuring PI uptake, were performed the same as for the above organotypic cultures.

### Cryosectioning and laser capture microdissection (LCM)

An optimized protocol [69] from Arcturus (Mountain View, CA, USA) was followed for LCM. Six-months-old Fisher 344/BN F1 rats that were not subjected to any prior treatment were sacrificed, the brain dissected and immediately frozen in liquid N_2_, and cryosections (8 μm thick) obtained. In order to preserve RNA quality, frozen sections were quickly stained with Arcturus HistoGene LCM Frozen Section Staining Kit. The Arcturus PixCell^® ^IIe Laser Capture Microdissection System was used for capturing the cells. The four populations of target neurons were collected from the hippocampal CA1 and CA3 regions, the CbG cell layer, and the frontal cortex (layers IV-VI).

### RNA extraction and GeneChip hybridization

Total RNA was extracted from the microdissected neurons with the Arcturus PicoPure RNA isolation kit. Three replicate samples representing each of the four neuronal populations from each animal were obtained. The quality of the RNA samples was checked with Agilent Bioanalyzer 2100 with RNA 6000 Pico Chips (Agilent Technologies, Santa Clara, CA, USA). For GeneChip target preparation with signal amplification, the GeneChip Two-Cycle cDNA Synthesis Kit from Affymetrix (Santa Clara, CA, USA) was used according to the manufacturer's instructions. The Affymetrix Rat Expression 230A (RAE230A) oligonucleotide arrays containing 14,280 Unigene clusters were used for the hybridization at 45°C for 16 h. Subsequent washing and staining steps were performed on an Affymetrix GeneChip System running GeneChip Operating Software (GCOS, ver 1.1.1). In order to minimize experimental variability, all steps throughout the entire process, from cryosectioning to array data collection, were performed by the same investigator. The microarray data generated from all chips met the quality control criteria set by Affymetrix, including low background and noise, positive detection of QC probesets such as bioB, percentage of genes called present in normal range (generally between 40–60%), similar scaling factors across all chips, and 3'/5' ratio. All microarray data were deposited in NCBI's Gene Expression Omnibus [70], with series accession number GSE7139.

### GeneChip data analysis

The microarray data generated from GCOS, scaled to the same signal intensity of 500, were imported to GeneSpring (version 7.2) (Agilent Technologies, Santa Clara, CA, USA). In GeneSpring, the data were normalized on a Per Chip (to 50^th ^percentile) and Per Gene (to median) basis. Gene Tree and PCA were subsequently conducted to examine the reproducibility of samples from each brain region. Both analyses were based on all probesets on the array and Pearson correlation was used to measure similarity.

For identification of differentially expressed genes between vulnerable and resistant neurons, genes showing expression (i.e., called "present" by GCOS) in at least two thirds of all samples were selected as candidate genes, while the rest were filtered out from further analysis. For subsequent data analysis, samples from hippocampal CA1 and CbG neurons were classified as the vulnerable group (VUL), and those from CA3 and cortex neurons as the resistant group (RES). In order for a gene to be identified as differing significantly in expression between the two groups of neurons, two criteria had to be met: 1) average VUL/RES ratio of gene expression had to be either ≥1.5 or ≤0.667, i.e., genes had to have at least a 1.5-fold higher expression in the VUL over RES, or a 1.5-fold higher expression in the RES over VUL group; and 2) differential gene expression had to reach statistical significance of *P *≤ 0.05 in paired *t*-test statistical comparisons. Genes fulfilling both criteria were plotted in a volcano plot. Multiple testing corrections were based on the Benjamini and Hochberg False Discovery Rate approach [71].

Genes showing significantly higher expression in VUL or RES neuronal populations were subjected to further comparative analyses of their overall biological functions. GO, Biological Pathway and gene networking analyses were used to uncover their functional profiles. Comparative analyses of the biological functions of differentially expressed genes in VUL *vs*. RES neurons were conducted using IPA (Ingenuity Systems, Mountain View, CA, USA). For these analyses, all differentially expressed genes that were associated with specific biological functions in the Ingenuity Pathways Knowledge Base were considered. Fischer's exact test was used to calculate a *P *value determining the probability that each biological function assigned was due to chance alone.

For GO and Biological Pathway analyses, the lists of probesets identified to be differentially expressed between the VUL and RES groups were fed into MAPPFinder, a component of GenMAPP (Gene Map Annotator and Pathway Profiler, version 2.0) [29]. The gene and GenMAPP databases used for the analyses were those of August 2006. Hypergeometric distribution was used in MAPPFinder. A *Z *score > 1.96 or < -1.96, and a permute *P *< 0.05, were considered to be statistically significant. Gene networking analyses were performed using IPA on genes related to cell energy generation. For these analyses, the list of probesets for the genes was uploaded into IPA. Each probeset was mapped to its corresponding gene object in the Ingenuity Pathways Knowledge Base. These mapped genes were overlaid onto a global molecular network developed from information contained in the Ingenuity Pathways Knowledge Base. A gene network was then algorithmically generated based on their connectivity.

### Real-time quantitative PCR

The same RNA samples used for the microarray analyses were also used for the qPCR analyses. The RNA was first reverse-transcribed to cDNA using oligo(dT) primers and SuperScript™ II Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA). TaqMan^® ^Gene Expression Assays with the following Assay IDs (Applied Biosystems, Foster City, CA, USA) were used: Rn00821759_g1 (*Mt1a*), Rn00582365_m1 (*Nefl*), Rn00582417_g1 (*Nfe2l2*), Rn00690607_m1 (*Tf*). TaqMan^® ^Fast Universal PCR Master Mix was employed for the amplification on an Applied Biosystems 7500 Fast PCR System using Fast Mode. The thermal cycling conditions were: 20 sec at 95°C (initial denaturation), followed by 40 cycles of 95°C for 3 sec and 60°C for 30 sec. β-Actin (*Actb*, TaqMan^® ^Gene Expression Assay ID Rn00667869_m1) was used as endogenous control since its expression was found to be constant across neuronal samples from the various regions. Quantification of target genes was based on the relative standard curve method [72].

## Abbreviations

**ANOVA**: analysis of variance; **BP**: biological process; **CbG**: cerebellar granular neurons; **CC**: cellular component; **CTX**: cerebral cortical neurons; **DIV**: days *in vitro*; **FCS**: fetal calf serum; **GCOS**: GeneChip Operating Software; **GenMAPP**: Gene Map Annotator and Pathway Profiler; **GO**: Gene Ontology; **GPX1**: glutathione peroxidase 1; **IPA**: Ingenuity Pathways Analysis; **LCM**: laser capture microdissection; **MF**: molecular function; **MTT**: 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; **OS**: oxidative stress; **PCA**: Principal Components Analysis; **PI**: propidium iodide; **qPCR**: real-time quantitative PCR; **RES**: resistant group; **RNS**: reactive nitrogen species; **ROS**: reactive oxygen species; **SNV**: selective neuronal vulnerability; **SOD1**: Cu/Zn superoxide dismutase; **SOD2**: manganese superoxide dismutase; **VUL**: vulnerable group.

## Authors' contributions

XW carried out the brain slice cultures to establish the selective neuronal vulnerability patterns observed, conducted the functional genomics studies, and drafted the manuscript. AZ carried out the cortical and cerebellar cell viability experiments and the biochemical studies on anti-oxidant proteins and ATP levels in cells in culture. RP participated in the establishment of the selective neuronal vulnerability pattern in the brain. ASG participated in the genomic studies and the real-time quantitative PCR confirmation of the GeneChip data. RB carried out the studies on the effects of different oxygen levels on the survival of primary neurons in culture. XWC participated in the bioinformatics analyses of the GeneChip data. MLM and EKM conceived of and coordinated the study, and were involved in drafting and revising the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of currently known genes showing significantly differential expression pattern between the resistant and vulnerable groups.** Included in the list are currently known genes that showed ﹥=2 fold difference and paired t-test *P *= 0.05 between the resistant (RES) and vulnerable (VUL) groups. Uncharacterized genes (ESTs) are not included in this table. Click here for file

Additional file 2 **Network of genes related to cell energy production.** The genes highlighted in green were expressed more highly in RES as compared with VUL neurons (RES/VUL ratio shown beside each gene), whereas those not highlighted did not show differential expression levels between RES and VUL neurons. The network shown was constructed using IPA from Ingenuity. Solid lines represent direct interactions, while the broken lines indicate indirect relationships. Click here for file

# Supplementary material for: Genomic and biochemical approaches in the discovery of mechanisms for selective neuronal vulnerability to oxidative stress
**Source:** BMC Neurosci. 2009 Feb 19;10:12. doi: 10.1186/1471-2202-10-12
**Supplement:** Additional file 1 — List of currently known genes showing significantly differential expression pattern between the resistant and vulnerable groups. Included in the list are currently known genes that showed ﹥=2 fold difference and paired t-test P = 0.05 between the resistant (RES) and vulnerable (VUL) groups. Uncharacterized genes (ESTs) are not included in this table.

**List of currently known genes showing significantly differential expression pattern between the resistant and vulnerable groups (≥ 2 fold difference and paired t-test *P*** ≤ 0.05)

* RES – Resistant Group; VUL – Vulnerable Group

** After multiple testing corrections with Benjamini and Hochberg FDR.

How the deposited data were processed for this re-analysis (not part of the article)

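RNA of neurons captured by laser from 4 brain regions of 3 rats aged 6 months was measured on 12 Affymetrix RAE230A arrays, 1 per region and rat. The deposited values are MAS5 signal intensities on a linear scale, which the authors made with their scanner software and scaled to 1 target intensity per array, according to the submitters' processing notes. The version of MAS5 is not stated there. The table holds 15923 probe sets with signals between 0.1 and 68797.3 and array medians between 145.5 and 199.3, and 0 of its columns were left without a sample. In each array the mean without the lowest and highest 2% of signals lay between 499.792 and 499.828. Spot intensities of single probes and detection calls were not used here.
Samples were grouped as the labels give them into CA1 and CbG (VUL, 6 arrays) and CA3 and CTX (RES, 6 arrays). Replicates with the same number were taken as the same rat, since the paper describes the 4 regions as captured from each animal and used paired tests. The pairing was checked from the deviations of each array from its region's mean. The mean correlation of these deviations between arrays with the same number was -0.0613 (between -0.887 and 0.19, 18 pairs), against 0.0202 between arrays with other numbers, as labelled. With the labels of CA3 replicate 3 and CbG replicate 3 exchanged it was 0.0856, against -0.0424, so the values give the pairing little weight of their own. The rat was a replicate block in each fit, and fits without it were run as an alternative.
Probe sets were named with a gene table of the array by Entrez ID, which gave 12789 probe sets 1 symbol and 312 several. Another 2771 that are not controls were not listed there. The 57 controls were left out, and 7535 of the remaining 15866 probe sets (47.5%) with a signal above the array's 50th percentile in at least 8 of 12 arrays were tested, or 7463 by the same share over 10 arrays. Signals were set on the log2 scale, centred on the array median and fitted in limma 3.58.1 under R 4.3.3 with region means and the rat as a block. Contrasts were VUL minus RES, CA1 minus CA3, CbG minus CTX and the difference between the last 2, with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and at least 1.5-fold. The methods' paired test was run on the 6 within-rat pairs at its own unadjusted threshold. Figures were drawn in matplotlib 3.10.9 under Python 3.11.15.
Lists of genes were fixed beforehand, 12 by function and 10 of cell type or region markers. Of these, 21 were tested with camera of limma at a preset correlation of 0.01 between genes. The test took 1 probe set of each gene, in general that with the highest mean signal. For some genes, among them *Syn1*, *Kcnd2* and *Dhx16*, it was a probe set of Additional file 1, which was selected on these arrays. The list of CA3 markers had too few genes past the filter. As an alternative, camera estimated the correlation from the arrays. The lists by function cover glycolysis, the citrate cycle, oxidative phosphorylation, DNA repair, mRNA splicing, immune response, heat shock, antioxidant defense, calcium and calmodulin kinases, synaptic vesicles, the MAPK cascade and ubiquitin. The paper's own lists were counted and not tested, as they were chosen on these samples. The fixed lists share genes with them, however. Among these are *Dhx16*, *Hnrnph1* and *Rbm39* for splicing, *Smc3* for DNA repair, and *Eno1*, *Ldha* and *Pfkp* for glycolysis. *Stx1a*, *Syt5*, *Syn2*, *Syp* and *Cplx2* are shared for synaptic vesicles. The counts and camera values of these lists are thus not independent of the paper's choice.
Genes named are those the paper names for its arrays and in its tables, whose values in the paper had been seen; the 10 largest differences in each direction for VUL and RES and the 5 largest for each pair of regions, among genes with 1 symbol and the same direction in all within-rat pairs; the 5 largest that passed in both pairs with opposite signs; and up to 4 members of each list, by size of the difference. Markers shown for the array labels were picked after their values were seen.
Alternatives were quantile normalization, no centring, adding 50 or setting signals under 50 to 50 before log2, 3 other filters, a trend or robust prior, other tests and thresholds, other probe sets of a gene, and leaving out each rat and each array. Leaving out, or exchanging, the labels of the arrays CA3 replicate 3 and CbG replicate 3 was added after the data had been seen.
The calls were tested on simulated data with 7463 probe sets, of which 200 were changed. Over 12 arrays, limma found 26 of 75 probe sets changed 1.5-fold (34.7%), 58 of 65 changed 2-fold (89.2%) and 59 of 60 changed 3-fold (98.3%), and 8 of 7263 unchanged ones (0.11%). Over 10 arrays these were 18, 54, 58 and 7. In a simulation of the region means with rightly labelled arrays, 730 probe sets were higher in VUL and 743 in RES neurons, and with the 2 labels exchanged 22 and 8. A simulated list of 60 genes shifted by 0.4 on the log2 scale was estimated at 0.415 (camera adjusted p = 1.19e-51), and 0 of 20 other lists passed. Whether the preset correlation of 0.01 holds for the real lists was not tested by this simulation. The gene ontology, pathway and network tools of the study were not run here, and some genes of its lists are not analysed here.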

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

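The tests of the labels of 2 arrays, of the shared direction of the 2 region pairs, and each value over the 10 arrays without these 2 were chosen only after the result was seen.
In groups of 6 arrays, VUL or RES, a gap between 1 array and the nearest of the others beyond Dixon's 95% value was found in 11 of 82 groups, where chance gives about 1 in 20. All 11 come from the arrays labelled CA3 replicate 3 and CbG replicate 3. Among the 6 RES arrays, that labelled CA3 replicate 3 had a signal of 4.4 for *Camk2a* (1513.3 to 2562.4 in the other 5), 238.2 for *Anxa5* (730.7 to 1125.5), 824.7 for *Idh1* (1520.2 to 2009.6), 439 for *Gpx1* (984 to 1557.9), 228.4 for *Ncald* (4635.6 to 6419) and 9.8 for *Gabra5* (1116 to 4239.5). It had 1464.8 for *Usp3* (152.2 to 236.9) and 5671.7 for *Rnpc2* (2470.7 to 3320.7). Among the 6 VUL arrays, that labelled CbG replicate 3 had 1844.5 for *Idh1* (1003.3 to 1235.6), 555.5 for *Nr3c1* (1103.1 to 1370.2) and 6189.4 for *Cadps* (2231.7 to 3248.1).
Genes outside those the paper discusses show the same arrays. *Gabra6* of cerebellar granule cells had a signal of 2567.6 in the array labelled CA3 replicate 3, and *Grik4* of CA3 neurons 621 in that labelled CbG replicate 3. *Pcp2*, a gene of Purkinje cells, had 1883.2 and 3601.6 in CbG replicates 1 and 2, 294.9 in the array labelled CA3 replicate 3, 61.4 in that labelled CbG replicate 3 and at most 85.3 in the other arrays.
Both arrays carry the profile of the other's region. RNA of a second region mixed into rightly labelled arrays is argued against: of the signal of 25 probe sets at least 16-fold higher in CA3 replicates 1 and 2 than in CbG replicates 1 and 2, the array labelled CA3 replicate 3 held a median of 1.64% (quartiles 1.11 and 2.71), against 2.22% in CbG replicates 1 and 2, and for 26 probe sets of CbG the array labelled CbG replicate 3 held 2.21% (1.48 and 3.18), against 2.02% in CA3 replicates 1 and 2. With the labels of the 2 arrays exchanged, 104 of the 104 probe sets of Additional file 1 met its P value within 5% and its fold within 2%, against 1 as labelled, which is consistent with an exchange of the 2 labels in the deposited table. What stays open is the level of *Wfs1*, at 3769 in the array labelled CbG replicate 3 against 1044.7 and 481.4 in CA3 replicates 1 and 2, and of *Calb1*, at 72 in the array labelled CA3 replicate 3 against 4181.2 and 12798.2 in CbG replicates 1 and 2, for which no explanation was tested. *Calb1* is among the Purkinje cell markers, and *Pcp2* of these cells ran the same way, at 294.9 against 1883.2 and 3601.6. With the labels exchanged, which brings this array in as CbG, *Calb1* and *Pvalb* no longer passed. Their differences over the 10 arrays thus depend on leaving it out. The paper's qPCR has *Nefl* and *Tf* lower and *Nfe2l2* higher in VUL neurons, and does not settle the labels.
The difference between CA1 and CA3 differed from that between CbG and CTX (interaction in limma, adjusted p under 0.05) for 156 probe sets over the 12 arrays as labelled and for 1109 over the 10 arrays. Without the signal filter the 10 arrays gave 379. Without the array labelled CbG replicate 3 the first count was 794, without that labelled CA3 replicate 3 it was 250, and without any 1 of the others it lay between 33 and 79. Leaving out 1 more of the 10 arrays gave between 717 (without CA3 replicate 2) and 1565 (without CbG replicate 1). Of the genes that passed in both pairs with opposite signs over the 10 arrays, the largest contrasts were those of *Mpped1* (4.72 between CA1 and CA3, -5.97 between CbG and CTX), the neuropeptide *Cck* (1.82, -6.20), the formin *Inf2* (1.13, -6.12), *Wdr17* (1.25, -5.89) and the transcription factor *Mef2c* (1.52, -5.11).
Of 330 probe sets that passed in both pairs over the 10 arrays, 154 (46.7%) went in the same direction and 176 in opposite directions, and as labelled 0 of 10 went in the same direction. A share near an even split is what differences between regions with no relation to vulnerability would give. It lay under the 75% set for a program shared by CA1 and CbG as the main part of these differences. That bar was not derived from data, and the share such a program would give beside large region differences is not known. The share therefore does not decide on the program. It shows only that probe sets with a shared direction were not the larger part over the 10 arrays. The 154 that share a direction remain open to such a program, as does each biological difference between the 4 regions, and neither was tested. With the 2 labels exchanged, the share was 52.9% of 503.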

How the results depend on the processing

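The arrangements without the arrays labelled CA3 replicate 3 and CbG replicate 3 or with their labels exchanged, and the methods' test on linear signals, were chosen only after the result was seen. Counts are of probe sets that passed in limma unless a test is named. Over the 12 arrays as labelled they were 0 higher in VUL and 0 in RES neurons (443 and 300 at an unadjusted p under 0.05), 47 in CA1, 51 in CA3, 25 in CbG and 22 in CTX, and 156 differed between the 2 pairs. Quantile normalization gave 3 in VUL, 9 in RES and 56 in CTX, no centring 2, 4 and 43, and adding 50 before log2 gave 2, 1 and 35. Without a signal filter, which raises the number tested, there were 1 in RES, 2 in CA1, 2 in CA3, 10 in CbG and 53 that differed. A filter on at least 3 arrays gave 1 in RES and 39 in CTX, and one on all arrays 3 in VUL, 5 in RES, 8 in CTX and 100 that differed. Without the replicate block for the rat, there were 11 in VUL, 19 in RES, 72 in CA1, 88 in CA3, 59 in CbG, 53 in CTX and 303 that differed. The methods' paired test at its unadjusted threshold gave 96 in VUL and 100 in RES over 6 pairs, 54 and 59 over 3 rats, and 64 and 108 on linear signals with the mean of 6 ratios, and the unadjusted p of limma gave 159 and 179. With the 2 arrays left out there were 646 in VUL, 684 in RES, 409 in CA1, 375 in CA3, 1053 in CbG, 907 in CTX and 1109 that differed, and with the 2 labels exchanged 772, 625, 566, 452, 1577, 982 and 1812. Of the 1325 and 1378 probe sets that separated VUL from RES in these last 2, among 7445 tested in both, 1170 were shared with the same sign. With the labels exchanged, the methods' test gave 573 in VUL and 342 in RES, on linear signals 412 and 400, and there without a filter 625 and 746. Leaving out 1 rat or 1 array gave 0 to 540 in VUL and 0 to 651 in RES, 0 to 273 in CA1 and 0 to 300 in CA3, 0 to 816 in CbG and 0 to 788 in CTX, and 0 to 984 that differed, with the highest values without rat 3, which holds the 2 arrays, and 0 in each without rat 1 or rat 2. Without the array labelled CA3 replicate 3 alone there were 45 in VUL and 45 in RES, without that labelled CbG replicate 3 alone 9 and 8, and without any other single array 0 and 0. For the lists, the mean log2 difference of oxidative phosphorylation no longer passed camera under quantile normalization (0.0539), without centring (0.0813), with the filter on all arrays (0.16), over the 10 arrays (0.0892) and with labels exchanged (0.0687). Immune genes no longer passed with the filter on all arrays (-0.11), over the 10 arrays (-0.12) and with labels exchanged (-0.21), DNA repair not without a filter (0.13) or with that on all arrays (0.24), and glycolysis not without a filter (-0.16). With an estimated correlation, 0 of the 6 lists passed, as labelled (glycolysis -0.20, oxidative phosphorylation 0.16, DNA repair 0.21, splicing 0.21, immune -0.31, synaptic vesicle -0.22) and over the 10 arrays (-0.37, 0.0892, 0.25, 0.39, -0.12 and -0.51). Leaving out 1 rat or array gave means of -0.45 to -0.0554 (without replicate 1 of each region) for glycolysis (no longer passing from -0.15), 0.16 to 0.26 for DNA repair (not at 0.16 to 0.24 in some), 0.11 to 0.38 for splicing (not at 0.11 to 0.16), 0.0217 to 0.28 for oxidative phosphorylation (not at 0.0217 to 0.18) and -0.33 to -0.0740 for immune genes (not at -0.16 to -0.0740). Antioxidant genes turned from 0.01 to -0.20 over the 10 arrays, to -0.23 with labels exchanged, and to between -0.23 and 0.17 with 1 rat or array left out (-0.16 without CA3 replicate 3). The log2 difference of *Gabra5* turned from 0.15 to -2.29, to -2.67, and to between -2.23 and 1.53 in the same settings (-2.23 without rat 3). The mean correlation of replicates moved to 0.966 on linear signals and 0.955 on filtered probe sets with the labels exchanged. Around the 10 arrays, the other settings gave 210 (no filter) to 734 in VUL and 281 to 782 in RES, 23 to 482 in CA1, 20 to 433 in CA3, 280 to 1113 in CbG and 413 to 1141 in CTX, each lowest without a filter, and leaving out 1 more array or rat 485 to 870 and 535 to 806, and the splicing and synaptic vesicle lists passed camera in 23 of 23 settings. Fisher's exact test of the lists and the share of convergent probe sets gave no value as labelled, where 0 probe sets had passed in limma. Genes at low signal, such as *Hmgb2*, *Tyms* and *Pou2f1*, could be tested only without the filter. The centring moved the split between CbG and CTX by the array medians. Apart from this, the number of probe sets tested, the arrays left out and the labels themselves, the cause was not tested.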

Differences from the paper's values

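The values with 2 arrays left out or 2 labels exchanged were chosen only after the values were seen; the other alternatives were set before the data were examined. The mean correlation of replicate arrays is 0.96 in the paper and 0.904 here, and Spearman's correlation (0.930) did not differ, while linear signals (0.9145) and filtered probe sets (0.871) did. The paper's lowest is 0.91, here 0.844, and each of the 3 alternatives (0.672 to 0.869) differed. The paper's highest is 0.99, here 0.939, and 0 of the 3 alternatives (0.964 to 0.986) differed. With the 2 labels exchanged on linear signals, chosen after seeing the values, the mean was 0.966 (0.900 to 0.986).
At the paper's thresholds, its 994 genes compare with 196 probe sets here, its 481 higher in RES neurons with 100 and its 513 higher in VUL neurons with 96. Each of 33 alternatives differed from each of these counts (0 to 582, 0 to 286 and 0 to 296), and limma gave 0 (443 higher in VUL and 300 in RES neurons at an unadjusted p under 0.05). With the 2 labels exchanged, chosen after seeing the values, there were 915 on log2 signals, with 342 and 573, which drops 38 of the 104 probe sets of Additional file 1, and 812 on linear signals with the mean of 6 ratios, with 400 and 412, which drops 33, all of them by the signal filter. There without the filter, there were 1371, with 746 and 625, and 0 of the 104 were dropped. As labelled 15 of the 104 passed, and over the 10 arrays 48. The false discovery rate is 0.09 in the paper and 0.679 here as the largest adjusted P of the 196, and each of 27 alternatives differed (0.351 to 1). With the labels exchanged, it was 0.21 on log2 and 0.204 on linear signals, which also differ. The adjustment here was over the 7535 probe sets past the filter. The paper does not state how many genes its own was over, so the rates may not be comparable.
The convergent genes number 437 higher in RES and 484 higher in VUL neurons in the paper, against 100 and 96 here, and each of 30 alternatives differed. With the labels exchanged, chosen after seeing the values, these were 342 and 573 on log2 and 400 and 412 on linear signals. The paper does not state a threshold for the regional comparisons, and the sign alone was used here. The paired test passes only where the 2 regional means share a sign. The counts from it therefore only repeat the totals and cannot be set against the paper's convergent genes.
For *Usp1* the paper's VUL/RES ratio is 10.08 and the one here is 1.61, and each of 28 alternatives differed (1.16 to 2.79). The mean of the 6 within-rat ratios of its other probe set was 9.632 as labelled and 10.09 with the 2 labels exchanged, chosen after seeing the values, where 1 ratio was 49 and the mean of the other 5 was 2.31, with a lowest signal of 1.8. For *Usp3* the paper has 4.63 and the value here is 2.10. It did not differ without rat 3, without CA3 replicate 3, without CbG replicate 3 and as the mean of 6 ratios, and differed in 22 others of 26. For *Ncald* the paper's RES/VUL ratio is 7.90 and the one here is 4.25, which did not differ without rat 3, without CA3 replicate 3 and without CbG replicate 3, and differed in the 23 others. For *Gabra5* the paper has 2.14 and the value here is 0.902, which did not differ without CA3 replicate 3 and without CbG replicate 3, and differed in the 24 others. With the 2 labels exchanged, chosen after seeing the values, the mean of 6 linear VUL/RES ratios was 4.63 for *Usp3*. The inverse of this mean was 7.90 for *Ncald* and 2.14 for *Gabra5*.
The paper states that each region's samples formed a cluster of their own, and here the arrays labelled CA3 replicate 3 and CbG replicate 3 clustered with the other region, while the CA1 arrays and the CTX arrays each stayed together on the filtered probe sets. The paper states that *Sod2* was slightly higher in VUL neurons, and here its ratio was 0.938 as labelled and 0.874 over the 10 arrays. *Ebp* and *Pold1*, which the paper counts as higher in VUL neurons, passed in limma over the 10 arrays with a filter on at least 3 arrays, chosen after seeing the values (adjusted p = 0.0146 and 0.0485), as did *Hpgd* and *Pllp*, which it counts as higher in RES neurons (0.0140 and 0.0449). With the usual filter, *Usp48* and *Smad5* passed over the 10 arrays in another probe set than the one used (0.0104 and 0.0172). The paper places *Pdia3* among genes higher in VUL neurons, and here it was not told apart from 0 as labelled (0.12, adjusted p = 0.945) or over the 10 arrays (-0.26, adjusted p = 0.246). For immune and defense genes the paper states lower levels in RES neurons by a tool not run here, and the list used here had a mean difference of -0.31 as labelled and -0.12 over the 10 arrays.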

Other observations

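The splits of the regions and arrays were planned, and the splits of whole regions in the model of 2 groups, the tests of the myelin and astrocyte markers and all values over the 10 arrays were chosen only after the result was seen. Single interneuron markers differed between VUL and RES neurons, which the paper does not report, but their list as a whole did not pass camera. Of these markers, *Calb2* is also listed for granule cells and *Pvalb* for Purkinje cells. Over the 10 arrays, *Cck* was higher in CA1 than in CA3 (1.82) and lower in CbG than in CTX (-6.20). The neuropeptides *Sst* and *Npy* were lower in VUL than in RES neurons over the 10 arrays (log2 difference -1.31 and -1.08), as was *Cck* (-2.19), while the calcium-binding proteins *Calb2* (1.88) and *Pvalb* and the potassium channel *Kcnc1* (1.01) were higher, which makes 3 higher and 3 lower of 8 interneuron markers tested (3 and 3 adjusted over the list alone; mean 0.02, camera adjusted p = 0.725). In the 12 arrays as labelled, 0 of 8 passed in limma, with 1 higher and 1 lower at an unadjusted p under 0.05, and with the 2 labels exchanged 2 were higher and 3 lower (2 and 3 adjusted over the list alone), without *Pvalb* (0.19, adjusted p = 0.885). Of 4 endothelial and pericyte markers over the 10 arrays, 3 were lower in VUL neurons (3 adjusted over the list alone), the tight junction gene *Cldn5* at -0.93, *Egfl7* at -0.71 and *Slco1a4* at -0.67 (mean -0.70, camera adjusted p = 0.00437, adjusted p = 0.161 with an estimated correlation). With all 12 arrays, 0 of 5 passed in limma as labelled and 3 were lower at an unadjusted p under 0.05, and with the 2 labels exchanged 1 of 5 passed (*Egfl7*; 2 adjusted over the list alone).
The 4 regions can be split 2 against 2 in 3 ways. Hippocampus (CA1 and CA3) against CbG and CTX separated 2818 probe sets in limma over the 10 arrays, VUL against RES 1330, and CA1 and CTX against CA3 and CbG 1040. As labelled these were 21, 0 (443 higher and 300 lower at an unadjusted p under 0.05) and 156. Among CA1 markers over the 10 arrays, *Wfs1* (1.66) and *Gpr161* (1.31) were higher in VUL neurons, with *Ccn3* at 0.70, so 3 of 5 passed (3 adjusted over the list alone; mean 0.59, camera adjusted p = 0.122), and with the 2 labels exchanged 2 of 5 passed (2 adjusted over the list alone), without *Ccn3* (0.46, adjusted p = 0.0966).
Of 9 myelin genes, 7 were higher in RES neurons, with mean signals of *Mbp* over the 10 arrays at 15410 in CTX, 6123 in CA3, 5589 in CbG and 2457 in CA1. A lower share of neurons among the cells captured in CA3 and CTX, which would raise the markers of all other cells alike, is argued against in that form, as the mean of 14 astrocyte markers lay above that of 9 oligodendrocyte markers by 0.828 (0.0642, SD 0.564, against -0.763, SD 0.716; permutation p = 0.00588), with *Gfap* (0.72), *Aqp4* (0.84) and *Slc4a4* (1.02) higher and *Fabp7* (-0.80) and *Mlc1* (-0.64) lower in VUL neurons, 3 and 2 of the 14 (3 and 2 adjusted over the list alone; camera adjusted p = 0.955), and as labelled 0 of 14 in limma, with 1 lower at an unadjusted p under 0.05. Oligodendrocyte RNA captured with CA3 and CTX neurons stays open, as the median of the 9 markers (-0.815) only restates the pattern and decides nothing. Endothelial markers lay with the myelin genes (mean -0.70), as microglia markers did without passing (mean -0.33, camera adjusted p = 0.322), so a higher share of several other cell types in CA3 and CTX stays open. A regional difference in the neurons or in the myelin around them stays open too and was not tested.
Other splits of the same arrays were counted in a model of 2 groups with the replicate block. For VUL against RES as labelled, the real split called 0 probe sets, so that 100 of 100 splits call as many by construction (highest other 0), which says nothing about chance. Over the 10 arrays the real split called 4 and 2 of 100 splits called as many (highest other 1885), and with the 2 labels exchanged it called 58 and 3 of 100 called as many (highest other 603). Most of these splits part the arrays of a region, which the real one does not, so chance is not excluded by them. The split with 1885 parts CA1 and CA3 from CbG and CTX, which is a split by region, and that with 603 puts all arrays of rat 1 and all of CbG against the rest, which mixes rat and region. Only 3 splits keep each region whole, too few for a share under 0.05. Among these, hippocampus against CbG and CTX called 0 as labelled, 1885 over the 10 arrays and 2090 with labels exchanged, and CA1 and CTX against CA3 and CbG called 86, 11 and 86, so that VUL against RES called fewer than each of the others in the last 2 arrangements. For CA1 against CA3 as labelled the real split called 1 (3 of 10 splits as many, highest other 272), and for CbG against CTX 6 (1 of 10, highest other 0), where 10 splits are too few for a share under 0.05.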
